# Matrix viscoelasticity promotes liver cancer progression in the pre-cirrhotic liver

**DOI:** 10.1038/s41586-023-06991-9

**Published:** 2024-01-31

**Authors:** Weiguo Fan, Kolade Adebowale, Lóránd Váncza, Yuan Li, Md Foysal Rabbi, Koshi Kunimoto, Dongning Chen, Gergely Mozes, David Kung-Chun Chiu, Yisi Li, Junyan Tao, Yi Wei, Nia Adeniji, Ryan L. Brunsing, Renumathy Dhanasekaran, Aatur Singhi, David Geller, Su Hao Lo, Louis Hodgson, Edgar G. Engleman, Gregory W. Charville, Vivek Charu, Satdarshan P. Monga, Taeyoon Kim, Rebecca G. Wells, Ovijit Chaudhuri, Natalie J. Török

**Keywords:** Liver cancer, Non-alcoholic steatohepatitis, Biophysics

## Abstract

Type 2 diabetes mellitus is a major risk factor for hepatocellular carcinoma (HCC). Changes in extracellular matrix (ECM) mechanics contribute to cancer development^1,2^, and increased stiffness is known to promote HCC progression in cirrhotic conditions^3,4^. Type 2 diabetes mellitus is characterized by an accumulation of advanced glycation end-products (AGEs) in the ECM; however, how this affects HCC in non-cirrhotic conditions is unclear. Here we find that, in patients and animal models, AGEs promote changes in collagen architecture and enhance ECM viscoelasticity, with greater viscous dissipation and faster stress relaxation, but not changes in stiffness. High AGEs and viscoelasticity combined with oncogenic β-catenin signalling promote HCC induction, whereas inhibiting AGE production, reconstituting the AGE clearance receptor AGER1 or breaking AGE-mediated collagen cross-links reduces viscoelasticity and HCC growth. Matrix analysis and computational modelling demonstrate that lower interconnectivity of AGE-bundled collagen matrix, marked by shorter fibre length and greater heterogeneity, enhances viscoelasticity. Mechanistically, animal studies and 3D cell cultures show that enhanced viscoelasticity promotes HCC cell proliferation and invasion through an integrin-β1–tensin-1–YAP mechanotransductive pathway. These results reveal that AGE-mediated structural changes enhance ECM viscoelasticity, and that viscoelasticity can promote cancer progression in vivo, independent of stiffness.

## Abstract (web summary)

Structural changes mediated by advanced glycation end-products enhance extracellular matrix viscoelasticity, and that viscoelasticity can promote cancer progression in vivo, independent of stiffness.

## Main

Type 2 diabetes mellitus (T2DM) and obesity are important risks for HCC, and it is estimated that up to 30% of HCCs in non-alcoholic steatohepatitis (NASH) occur at a precirrhotic stage when matrix stiffness is still low, and these patients often have poor glycaemic control^5,6^. AGEs are produced by the non-enzymatic glycation of serum or tissue proteins during T2DM or can be ingested through the consumption of food prepared at high temperatures^7^. Over time, AGEs accumulate in the matrix due to decreased clearance and metabolism^8–10^ and can biochemically modify collagen and ECM proteins^11^. Although AGEs in NASH do not appear to increase stiffness greatly, they could affect ECM viscoelasticity. Tissues and ECMs are generally viscoelastic, exhibiting viscous energy dissipation in response to mechanical perturbations and a time-dependent mechanical response, such as stress relaxation in response to deformation^12^. Recent research has shown that changes in ECM viscoelasticity, independent of stiffness, have impacted cell behaviours, including proliferation and migration of breast cancer cells^13–16^. Viscoelasticity can modulate tissue growth dynamics, symmetry and the growth of cancer cells^17^. Here we investigated the role of AGE-mediated changes in ECM mechanical properties on NASH and HCC progression.

## AGEs enhance liver viscoelasticity

To evaluate the potential role of AGE-mediated changes on the ECM, we studied the mechanical properties of liver samples from patients with T2DM, and in individuals with NASH with or without T2DM (average disease activity score, 4; fibrosis stage, 0–1; Fig. 1a). Liver AGEs were significantly higher in patients with T2DM, or with NASH and T2DM compared with those without T2DM (Fig. 1b). Using atomic-force microscopy (AFM), we found that patients with T2DM had similar stiffness (Fig. 1c,d) but higher hysteresis areas under loading–unloading cycles, corresponding to viscous energy dissipation or loss, indicating higher viscoelasticity (Fig. 1e,f). Furthermore, using rheometry, we confirmed that the livers of patients with NASH and T2DM without cirrhosis had similar storage moduli but a higher loss tangent and faster stress relaxation under a constant deformation (Fig. 1g–k).

**Fig. 1:**
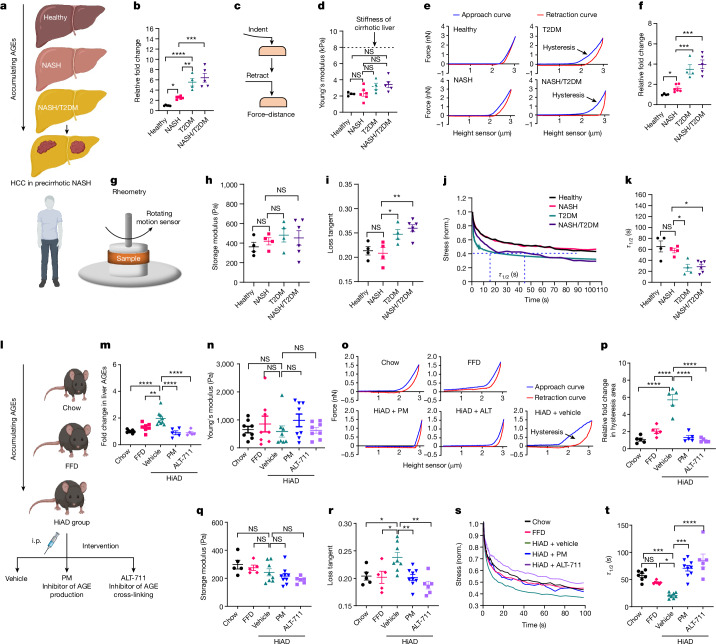
Viscoelasticity is increased in the livers of individuals with NASH and T2DM and in mice on a HiAD. **a**, Schematic of AGE increase in NASH/T2DM. **b**–**f**. **b**, Quantification of AGEs in the liver. **c**, Schematic of the AFM analysis. Indent-retract was used to generate force–distance curves. **d**–**f**, The stiffness (**d**; Young’s modulus), representative force–distance curves (**e**) and quantification of hysteresis area (**f**, viscoelasticity) were assessed using AFM. The average stiffness of the human cirrhotic liver is indicated by a dashed line. *n* = 4 (healthy controls), *n* = 6 (patients with NASH), *n* = 4 (T2DM) and *n* = 5 (NASH + T2DM) individuals. **g**–**k**, Rheometry analysis of fresh liver tissues. **g**, Schematic of rheometry analysis of fresh liver tissues. **h**, Rheometry analysis of the storage modulus in precirrhotic livers. **i**, The loss tangent (viscoelasticity) in the livers of healthy participants, and individuals with NASH, T2DM or NASH/T2DM. **j**, Stress relaxation curves in liver samples from the different patient groups. Norm., normalized. **k**, Stress was normalized to the initial stress and depicted as *τ*_1/2_ (the timescale at which the stress is relaxed to half its original value). *n* = 4 (healthy controls), *n* = 4 (patients with NASH), *n* = 4 (T2DM) and *n* = 6 (NASH + T2DM) individuals. **l**–**p**, Mice were placed onto a chow or FFD diet, or a HiAD diet with daily vehicle, AGE inhibitor (PM) or AGE-cross-linking inhibitor (alagebrium, ALT-711) treatment. **l**, Schematic of the experiment. i.p., intraperitoneal. **m**, Quantification of liver AGEs (from left to right, *n* = 8, 7, 9, 5 and 5). **n**–**p**, Liver stiffness (**n**; from left to right, *n* = 5, 5, 8, 9 and 6 mice) and viscoelasticity (stress relaxation curves (**o**) and hysteresis area (**p**); *n* = 5 mice in each group) were assessed using AFM. **q**–**t**, Stiffness (**q**) and viscoelasticity (**r**–**t**) were assessed using rheometry. From left to right, *n* = 5, 5, 8, 9 and 6 (**q** and **r**) and *n* = 7, 7, 8, 9 and 6 (**t**) mice. The diagrams in **a** and **l** were created using BioRender. Data are mean ± s.e.m. *n* values refer to individual mice. Statistical analysis was performed using one-way analysis of variance (ANOVA) followed by Tukey’s multiple-comparison test (**b**–**q** and **t**) and two-sided Student’s unpaired *t*-tests (**b**, **f** and **r**). NS, not significant; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source Data

To investigate the link between AGEs and viscoelasticity, we studied a mouse model fed high-AGE diet (HiAD). These mice exhibit steatosis, hepatocyte ballooning, insulin resistance and higher liver AGEs compared with those on regular (chow) or fast-food (FFD) diets^10^ (Fig. 1l,m). On the basis of AFM (Fig. 1n–p) and rheometry (Fig. 1q–t) analyses, the stiffness was similar (Fig. 1n,q), but the viscoelasticity increased (Fig. 1o,p,r–t), in mice fed a HiAD compared with those fed chow or FFD. Notably, inhibiting AGE production with pyridoxamine (PM) or preventing the formation of AGE–collagen cross-links with alagebrium (ALT-711) reversed the changes in viscoelasticity (Fig. 1o,p,r–t). Together, these data indicate that AGEs in the precirrhotic ECM cause increased viscoelasticity.

## Viscoelasticity creates a tumorigenic niche

The above results prompted us to investigate the potential causal connections between ECM viscoelasticity and HCC progression. Studies on NASH-related HCC commonly used a high-fat diet combined with the carcinogen diethylnitrosamine, genetically modified models or a CDAA diet^18^. However, it is important to follow the typical pathogenesis characterized by cell injury and inflammation preceding HCC^19^. To experimentally imitate the conditions with increasing ECM stress relaxation before HCC onset, we used a more relevant model to modulate the metabolic/matrix milieu before tumour seeding. We hydrodynamically delivered human MET (hMET) with mutant β-catenin^20^ or control vectors to chow-, FFD- or HiAD-fed mice. Earlier appearance and faster growth of transformed foci (glutamine synthetase (GS) and MYC-tag positive) were observed in HiAD-fed mice compared with in mice on the chow or FFD diet (Fig. 2a–c and Extended Data Fig. 1a–c). Importantly, tumour growth diminished, and the survival rate improved after AGE inhibition with PM or after breaking collagen–AGE cross-links with ALT (Fig. 2d–g and Extended Data Fig. 1d–f).

**Fig. 2:**
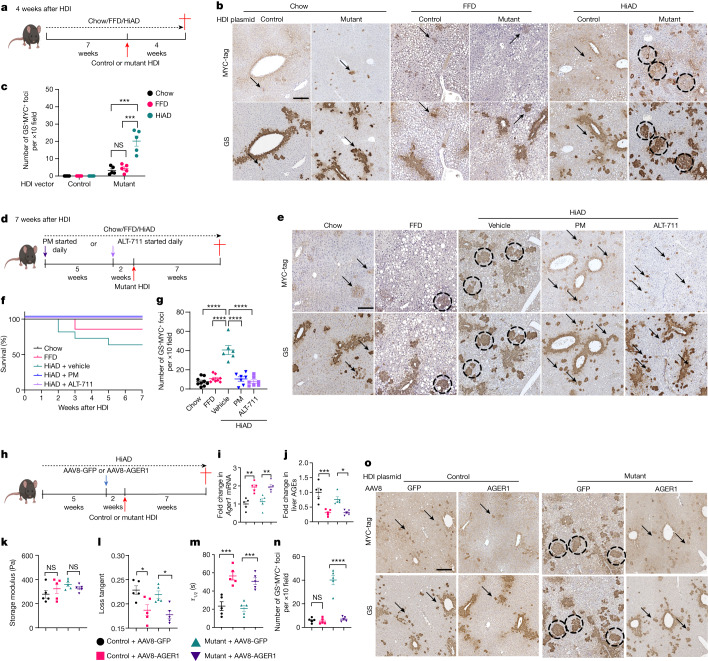
Mice on a HiAD develop more transformed foci, and exhibit AGE-dependent higher viscoelasticity. **a**, Schematic of the NASH-related HCC model (early timepoint). Mice were fed for 7 weeks with chow, FFD or HiAD. HDI was performed using vectors expressing human MET (pT3-EF5a-hMET) and sleeping beauty (SB) transposase combined with a vector expressing either wild-type (pT3-EF5a-β-catenin-MYC, control) or mutant (pT3-EF5a-S45Y-β-catenin-MYC) human β-catenin. Then, 4 weeks after HDI, the mice were euthanized. **b**, Immunohistochemistry on sequential slides for the co-localization of GS- and MYC-tag-positive foci (circles, more than 20 cells are considered to form a focus). Scattered positive cells denote transduced cells (arrows). GS at the baseline marks pericentral cells. **c**, Quantification of GS- and MYC-tag-positive foci 4 weeks after HDI. *n* = 5 each. **d**, Schematic of the NASH-related HCC model combined with AGE-lowering approaches; mice were euthanized 7 weeks after HDI. **e**, Immunohistochemistry on sequential slides showing the co-localization of GS- and MYC-tag-positive foci (circles). Scattered positive cells denote transduced cells (arrows). **f**, The survival rates of mice after HDI. *n* = 7 (chow), *n* = 7 (FFD), *n* = 11 (HiAD + vehicle), *n* = 7 (HiAD + PM) and *n* = 7 (HiAD + ALT) mice. **g**, Quantification of transformed foci 7 weeks after HDI. Left to right, *n* = 8, 8, 6, 7 and 7, 20 areas per mouse. **h**, Schematic of the NASH-related HCC model combined with AAV8-mediated AGER1 induction before HDI. **i**,**j**, Liver *AGER1* (also known as *Ddost*) mRNA expression (**i**) and AGE levels (**j**) were assessed. *n* = 5 each. **k**–**m**, Rheometry data of studies on stiffness (**k**) and viscoelasticity (**l**, **m**) in AGER1-reconstituted mice. *n* = 5 each. **n**,**o**, Quantification of transformed foci (*n* = 5 each, 20 areas per mouse) (**n**) and GS and MYC immunohistochemistry analysis on sequential slides (**o**). Data are mean ± s.e.m. *n* values refer to individual mice. Statistical analysis was performed using one-way ANOVA followed by Tukey’s multiple-comparison test. For **b**, **e** and **o**, scale bars, 300 μm. ALT, alagebrium. The diagrams in **a**, **d** and **h** were created using BioRender. Source Data

We next modulated AGE receptors using two additional approaches. We first addressed AGER1, the clearance receptor. As individuals with T2DM plus NASH and mice on a HiAD have significantly downregulated *AGER1* (also known as *DDOST*)^10^, we sought to reverse this by AAV8-mediated AGER1 delivery before the hydrodynamic injection (HDI) (Fig. 2h). AGER1-reconstituted mice had higher levels of AGER1 (Fig. 2i) and lower levels of AGE receptors (Fig. 2j) owing to improved uptake, similar stiffness (Fig. 2k) but lower stress relaxation (Fig. 2l,m and Extended Data Fig. 2a), and reduced growth of transformed foci (Fig. 2n,o and Extended Data Fig. 2b), compared with mice that were injected with the control AAV8 construct.

Second, we studied mice with hepatocyte-specific deletion of *RAGE* (also known as *Ager*; proinflammatory AGE receptor; *RAGE*^*HepKO*^) that were fed a HiAD, and hydrodynamically injected these mice with hMET with mutant β-catenin (Extended Data Fig. 2c). These mice had reduced growth of tumour foci (Extended Data Fig. 2d,e), decreased liver AGEs (Extended Data Fig. 2f), similar stiffness (Extended Data Fig. 2g) and reduced viscoelasticity (Extended Data Fig. 2h–j) compared with *RAGE*^*fl/fl*^ mice fed the HiAD.

Together, these studies with four animal models all converge on the conclusion that AGEs in the ECM create a more viscoelastic and tumorigenic environment that promotes HCC.

## Network connectivity and viscoelasticity

The data presented so far suggest that AGE accumulation is critical to increased ECM viscoelasticity and HCC progression. We next sought to elucidate how ECM viscoelasticity is modulated. Type-1 collagen networks are thought to be critical regulators of tissue mechanics^21^. AGEs can directly cross-link collagen and affect matrix mechanics by altering its helical structure^22,23^. Collagen networks were imaged using second harmonic generation (SHG) with two-photon microscopy in liver samples from humans (healthy control, NASH, NASH + T2DM; Extended Data Fig. 3a), as well as in mice (chow, HiAD, HiAD + PM, HiAD + ALT-711 and in AAV8-AGER1-injected livers; Extended Data Fig. 3b). The collagen network exhibited bundling in patients with T2DM + NASH and in mice on the HiAD, whereas the network appeared to be more organized with thinner fibres in healthy humans, and in mice on the chow or HiAD diets after PM and ALT treatment or AGER1 reconstitution. Inhibiting AGE production or disrupting AGE–collagen cross-links decreased the amount of highly cross-linked insoluble collagen (Fig. 3a). We analysed decellularized native ECM from chow- or HiAD-fed mice using SHG to evaluate collagen fibre length, spatial orientation and interconnectivity. Compared with the well-organized collagen network in mice on the chow diet, in HiAD-fed mice, the network exhibited less connectivity and had collagen bundles with shorter fibres and lower fibre–fibre angles (Fig. 3b). Similar structures with shorter fibres and angles were seen in neutralized reconstituted collagen hydrogels with AGEs (Fig. 3c). The interactions between AGEs and collagen telopeptide lysine residues can interfere with fibre elongation and the formation of a structurally cohesive collagen network^24^. To evaluate the properties of AGE-cross-linked collagen hydrogels and the relationship between low-connectivity networks and matrix characteristics, we performed rheological measurements. AGE-cross-linked collagen hydrogels had similar stiffness (Fig. 3d) but faster stress relaxation compared with non-cross-linked collagen (Fig. 3e). We next measured the distribution of Young’s moduli by AFM mapping of hydrogels. We saw that, while there was heterogeneity in local moduli in both gels, the ranges of elastic moduli were slightly higher in the collagen-only case (Extended Data Fig. 3c,d). The distribution of hysteresis areas (viscoelasticity) demonstrated higher frequencies in AGE-cross-linked collagen hydrogels (Extended Data Fig. 3e,f). To further study the collagen-rich matrix with stiffness comparable to that of the liver, interpenetrating polymer network (IPN) 3D hydrogels made from AGE-modified collagen and alginate were tested (Fig. 3f). Similar changes in architecture and connectivity were seen after AGE exposure (Fig. 3g). Breaking the AGE–collagen cross-links with ALT-711 decreased the amount of insoluble collagen (Fig. 3h) and increased the fibre length, fibre–fibre angles (Fig. 3i,j) and network connectivity. ALT-711 itself did not change the collagen matrix (Extended Data Fig. 3g) or its mechanical properties (Extended Data Fig. 3h–j). Indentation tests showed restored viscoelasticity after using ALT-711 (Fig. 3k). IPN hydrogels mixed with AGE-modified collagen exhibited similar stiffness (Fig. 3l), but faster stress relaxation compared with non-modified collagen (Fig. 3m–o) based on rheological measurements.

**Fig. 3:**
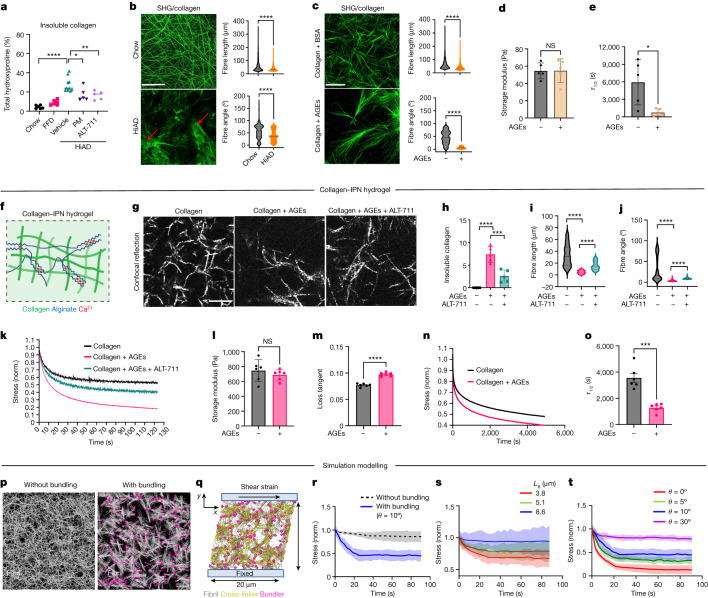
AGEs modulate collagen architecture and network connectivity, leading to enhanced viscoelasticity in livers and 3D hydrogels. **a**, Quantification of insoluble collagen (from left to right, *n* = 6, 6, 10, 5 and 5). **b**,**c**, SHG microscopy images of decellularized liver ECMs (**b**) (bundles, red arrows) and collagen hydrogels (**c**). Fibre lengths (CT-Fire) and fibre–fibre angles (ImageJ) were assessed (three mice or gels per group, five images per mouse or gel). **d**,**e**, Collagen hydrogels from **c** were assessed using rheometry for stiffness (**d**) and viscoelasticity (**e**), expressed as *τ*_1/2_ (the timescale at which stress is relaxed to half its original value). *n* = 5. **f**, Schematic of the collagen/IPN hydrogel. The diagram was adapted from ref. ^16^, under a Creative Commons licence CC BY 4.0. **g**, Confocal reflectance microscopy of collagen fibres after AGE ± ALT-711 exposure. **h**–**j**, Insoluble collagen (**h**; *n* = 5), fibre lengths (**i**; CT-Fire) and angles (**j**; ImageJ) in the IPN gels. Data are from three images per gel, three gels per group. **k**, Representative stress relaxation curves from IPN gels. **l**–**o**. Rheometry of IPN gels testing stiffness (**l**; storage modulus) and viscoelasticity (**m**–**o**), showing the loss tangent (**m**) and stress relaxation (stress relaxation curves (**n**) and *τ*_1/2_ (**o**)) are shown. *n* = 6. **p**, Simulation modelling. A matrix structure consisting of individual fibrils (3 μm length) without (left) or with (right) bundlers connecting the ends of fibrils at *θ* = 10°. **q**, After a matrix is assembled, it is deformed by 20% shear strain. **r**, Stress relaxation is measured using the two matrices shown in **p**. **s**,**t**, Stress relaxation was studied using matrices with different bundle length (*L*_B_) with *θ* = 0° (**s**) or different bundling angle (*θ*) with *L*_B_ = 3 μm (**t**). Data are mean ± s.e.m. (**a**–**o**). *n* values refer to independent experiments. Statistical analysis was performed using Wilcoxon’s rank-sum tests (**b** and **c**), two-tailed unpaired *t*-tests (**d**, **e** and **l**–**o**), Kruskal–Wallis tests with Dunn’s test (**i** and **j**) and one-way ANOVA followed by Tukey’s multiple-comparison test (**h**). For **r–t**, data are mean ± s.d. (*n* = 4 each). For **b**, **c** and **g**, scale bars, 100 µm. Source Data

To further study how the matrix architecture impacts viscoelasticity, we simulated collagen matrices with a variation in two structural parameters to model the activity of AGEs: average collagen fibre bundle length and bundling angle, as a proxy for heterogeneity (Fig. 3p,q). The collagen matrices are connected by a combination of weak bonds, known to act within and between collagen fibres (Extended Data Fig. 4a–g) and could underlie stress relaxation and viscoelasticity in type-1 collagen matrices, and cross-links due to AGEs^25–27^ (Extended Data Fig. 4h,j). Bundled networks are more heterogeneous and exhibit faster stress relaxation compared with unbundled networks (Fig. 3r). Reducing the fibre length (Fig. 3s and Extended Data Fig. 5a–e) or bundle angle (Fig. 3t and Extended Data Fig. 5f–i) increases the heterogeneity of the network leading to faster stress relaxation.

Together, these computational results show that the changes in architecture that we observed due to AGE activity in vivo and in vitro, namely enhanced heterogeneity and shorter fibre length, are predicted to lead to faster stress relaxation and enhanced viscoelasticity.

## Matrix viscoelasticity activates YAP through TNS1

We next focused on mechanotransductive pathways leading to tumour growth and invasion by faster stress relaxation. RNA-sequencing (RNA-seq) and bioinformatics analyses were performed on mouse liver samples (in the chow, FFD, HiAD, HiAD + PM and *RAGE*^*HepKO*^ groups), to identify potential pathways. 

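Liver RNA was sequenced from 3 mice fed chow, 3 mice fed the fast-food diet (FFD), 3 mice fed the high-AGE diet (HiAD), 2 mice fed the HiAD and injected daily with pyridoxamine (PM, an inhibitor of AGE formation, 60 mg per kg from week 5) and 3 mice fed the HiAD whose libraries are labelled RageHepKO, all after 14 weeks of feeding. The labels give the RAGE-floxed genotype for the other 4 groups. The series record speaks of 3 mice in every group, but 2 libraries are listed for HiAD + PM, as in Fig. 4a. Ager, the gene that encodes RAGE, was examined first in every library, in scaled FPKM (fragments scaled for exon length and library size). It was 1.71, 2.15 and 0.801 on chow, 2.78, 2.68 and 2.47 on the FFD, 0.184, 0.0811 and 0.14 on the HiAD, and 2.75 and 2.49 with PM. In the libraries labelled RageHepKO, Ager was 0.198, 1.9 and 1.83, so that each of them held more Ager transcript than the highest HiAD library from floxed mice, and 2 of them about as much as chow livers. Set against the HiAD libraries, the level of Ager therefore goes against the labels, though 0.198 is close to their highest of 0.184. The mean of the libraries labelled RageHepKO, 1.31, lay below those of the FFD (2.64) and PM (2.62), which differ in diet or treatment as well. The paper describes a deletion in hepatocytes, and the RNA is of whole liver, so that other liver cells would keep Ager. Which exons of the floxed allele are removed is not given in the sources used here, and transcripts that lack them would still add to the FPKM of the whole gene, so that this level does not settle whether the deletion took place. The HiAD libraries lay below every other floxed library in Ager, so that the doubt covers them and their comparisons with FFD, chow and PM too. H2-Bl, on chromosome 17 as is Ager, was at most 0.0771 in the HiAD libraries and at least 2.59 in every other. H2-Q1, on that chromosome as well, was at least 10.8 in the HiAD libraries and at most 3.66 in every other. Directions drawn from the libraries labelled RageHepKO rest on the labels alone. The paper's other measures of this genotype run the way the labels do, with lower liver AGEs than in floxed mice on the HiAD and no induction of CTGF and CYR61 by RT-qPCR. The AGEs are from 5 mice per group in an experiment with hydrodynamic injection, which the sequenced mice did not have, and the RT-qPCR is from 6 per group, so that neither settles the point for these 3 libraries.

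The deposited table is named as raw counts, but the values of its 55583 entries are not whole numbers, and no other source used here names a unit. Multiplied by exon length in kilobases they summed to 900343 to 992826 in each library, as FPKM values would, so they were analysed as FPKM. The methods describe paired-end reads mapped to GRCm38 with GENCODE M18 annotations and Dropseq tools and a UMI-filtered count matrix, and the step from counts to FPKM is not given in the sources used here. Summed FPKM was 396653 to 486714 (median 439956) on chow and 405244 to 437026 (median 406696) on the FFD. It was 393274 to 415176 (median 409228) on the HiAD, 400572 to 407351 (median 403961.5) with PM and 553566 to 601165 (median 571102) in the libraries labelled RageHepKO. These sums are not read depths, which the table does not hold, so that the counting error of a single value is unknown. From the spacing of the values the relative depth of the libraries was put between 0.798 and 1.19 of their median. Of the values examined, 39.4% to 49.6% lay within 0.1 of a whole step, where chance gives 20% for a step fixed beforehand. The search covered only 28 to 50 steps per unit of FPKM times kilobases and took the best in each library. A wider range of depths could therefore not have shown. Mitochondrial genes took 24.3%, 36.9% and 53.1% of the summed FPKM in the 3 libraries labelled RageHepKO, 14.1% to 22.1% on the HiAD, 14.5% to 16.8% with PM, 13.1% to 24.1% on chow and 6.06% to 10.1% on the FFD.

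For the comparisons, 27 entries named by a date and 129 repeated entries were removed, which left 55427 genes. The libraries were scaled by a trimmed mean of log ratios over the 6522 genes with at least 1 FPKM in every library. The 12110 genes with a scaled FPKM of at least 1 in at least 2 libraries were tested on log2 of the scaled FPKM plus 1 with limma, in a single fit of 5 group means, and p-values were adjusted by the Benjamini-Hochberg method. Adding 1 makes the fold change of a gene near 1 FPKM smaller than the ratio of its values. Lists of genes for pathways and cell types were compared with the other tested genes by camera with a preset correlation between genes of 0.01, and again with an estimated correlation. Except where stated, the lists were written before the data were examined.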

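In HiAD livers, 201 genes were higher and 175 were lower than in FFD livers at an adjusted p under 0.05 from limma, and genes that differ between male and female liver were among those that changed most. Of 23 genes on a list of sex-biased liver genes that depend on growth hormone, 15 were lower, 3 were higher and 5 did not pass (19 lower and 4 higher when adjusted over the list alone). Mup7, a major urinary protein of male liver, had a scaled FPKM of 1069 ± 224 (SD, n = 3) on the FFD and 0.0320 ± 0.0554 (SD, n = 3) on the HiAD. Hsd3b5, a steroid dehydrogenase of male liver, had 134 ± 31.9 (SD, n = 3) on the FFD and was listed at 0 in every HiAD library. Cyp2b9, a cytochrome P450 of female liver, went the other way, with a log2 fold change of 4.99 (standard error 0.43, adjusted p = 8.16e-05 from limma). Members of the Mup family are near-identical, so their reads can be shared between them and their single values are uncertain. The list as a whole was lower, with a median log2 fold change of -3.31 (adjusted p = 9.66e-15 from camera), which did not hold with an estimated correlation (adjusted p = 0.0533 with an estimated correlation).

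Markers of bile duct cells and of liver cancer were higher in HiAD livers. Of 9 cholangiocyte and ductular markers, 5 were higher and none was lower (6 higher when adjusted over the list alone), with a median log2 fold change of 0.94 (adjusted p = 7.65e-07 from camera, and adjusted p = 0.0175 with an estimated correlation). Epcam, an epithelial adhesion molecule, had a log2 fold change of 1.44 (standard error 0.27, adjusted p = 0.012 from limma), and Spp1, which encodes osteopontin, 2.06 (standard error 0.28, adjusted p = 0.00194 from limma). Mmp7 was listed at 0 in every FFD library and passed as higher. Of 19 genes raised in hepatocellular carcinoma or fetal liver, 7 were higher and none was lower (11 higher when adjusted over the list alone), with a median of 1.01 (adjusted p = 3.31e-08 from camera, and adjusted p = 0.0495 with an estimated correlation). These included Spp1 and Epcam again, Sox4 with a log2 fold change of 1.58, the lipoprotein lipase gene Lpl with 2.52 and the cyclin gene Ccnd1 with 1.79. The call of Epcam was lost without HiAD replicate B3 and with a pseudocount of 0.1, chosen after the data were seen, up to an adjusted p of 0.143 from limma.

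Genes of the extracellular matrix were also higher. Of 23 genes of fibrosis, 5 were higher and none was lower (8 higher when adjusted over the list alone). Among them were the metalloproteinase inhibitors Timp2 and Timp3 and the proteoglycan Dcn, with log2 fold changes of 1.51, 1.21 and 1.17. The list was higher (adjusted p = 0.000502 from camera, and adjusted p = 0.245 with an estimated correlation). Of 30 genes of the matrix and its receptors, 4 were higher and none was lower (8 higher when adjusted over the list alone). Lamc3, a laminin chain, was at 1.67 and the fatty acid transporter Cd36 at 2.43. The list was higher as a whole (adjusted p = 0.000127 from camera, and adjusted p = 0.154 with an estimated correlation). Of 23 markers of stellate cells and fibroblasts, Pdgfra and Dcn were higher and none was lower (8 higher when adjusted over the list alone; adjusted p = 0.00126 from camera, and adjusted p = 0.245 with an estimated correlation). No single marker of 18 for endothelial cells passed (3 higher when adjusted over the list alone), while the list was higher with a median of 0.37 (adjusted p = 0.00627 from camera, and adjusted p = 0.349 with an estimated correlation). Single calls were lost with a library left out, that of Timp2 without FFD R28 (adjusted p = 0.0612 from limma), that of Dcn without HiAD B2 or B3 or any FFD library (up to 0.0792) and that of Pdgfra without HiAD B3 or FFD R28 or R31 (up to 0.0813). That of Cd36 was lost without HiAD B1 or B3 or FFD R28 or R31 and with no filter, up to an adjusted p of 0.0945 from limma.

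Interferon-stimulated genes and resident macrophage markers were lower in HiAD livers. Of 26 interferon-stimulated genes, 5 were lower and none was higher (13 lower when adjusted over the list alone). Among them was the transcription factor Irf7 with a log2 fold change of -1.60. As a list they were lower (adjusted p = 1.57e-10 from camera, and adjusted p = 0.168 with an estimated correlation). Of 23 macrophage markers, the Kupffer cell genes Timd4, Clec4f and Cd5l were lower, with log2 fold changes of -2.56, -2.20 and -2.21, and Spp1 was higher. When adjusted over the list alone, 10 were lower and 2 higher (adjusted p = 0.000127 from camera, and adjusted p = 0.463 with an estimated correlation). No neutrophil marker of 8 and no T, NK or B cell marker of 11 passed. The list medians were -0.98 (adjusted p = 0.0117 from camera, and adjusted p = 0.463 with an estimated correlation) and -0.43 (adjusted p = 0.0379 from camera, and adjusted p = 0.385 with an estimated correlation). Of 21 pericentral hepatocyte genes that depend on beta-catenin, Slc1a2 and Lhpp were lower and none was higher (6 lower when adjusted over the list alone). Their median was -0.56 (adjusted p = 6.71e-05 from camera, and adjusted p = 0.0793 with an estimated correlation). Of 29 genes of the unfolded protein response, Sdf2l1 alone passed, as lower, with a list median of -0.34 (adjusted p = 0.00427 from camera, and adjusted p = 0.179 with an estimated correlation). The call of Cd5l was lost with no filter, in a fit of these groups alone and without any HiAD library, FFD R28 or FFD R31 (up to an adjusted p of 0.121 from limma), and that of Irf7 in the same cases other than without HiAD B2 (up to 0.132). The calls of Sdf2l1, Slc1a2 and Lhpp were lost with no filter and without HiAD B1 or B3, FFD R31 or FFD R32, among other cases, up to adjusted p-values of 0.109, 0.181 and 0.178 from limma.

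Genes of drug, bile acid and retinol metabolism went both ways, while genes of fat synthesis and storage that passed were higher. Of 80 genes of drug metabolism, 10 were higher and 5 were lower (21 higher and 10 lower when adjusted over the list alone). Cyp2a4 had a log2 fold change of 3.75 and Ces3a, a carboxylesterase, -2.86 (list: adjusted p = 0.0738 from camera in limma). Of 40 genes of bile acid synthesis and transport, 5 were higher and 3 were lower (5 and 5 when adjusted over the list alone). The oxysterol hydroxylase Cyp39a1 was at 3.94, the transporter Slco1a1 at -5.17 and Cyp7b1 at -4.32 (list: adjusted p = 0.671 from camera in limma). Of 32 genes of fat synthesis and storage, 5 were higher and none was lower (7 higher when adjusted over the list alone). They include Lpin1 at 2.10 and Gpam at 0.79 (list: adjusted p = 0.0243 from camera, and adjusted p = 0.45 with an estimated correlation). Of 27 genes of retinol metabolism, 3 were higher and 1 was lower (4 and 2 when adjusted over the list alone; adjusted p = 0.5 from camera in limma). Of 21 periportal hepatocyte genes, 3 were higher and none was lower, among them the lipid transporter Mfsd2a at 2.38 (adjusted p = 0.0143 from camera, and adjusted p = 0.308 with an estimated correlation). Among 18 genes for the binding and clearance of AGEs, Cd36 was higher and Ager and the glyoxalase gene Glo1 were lower (adjusted p = 0.0117 from camera, and adjusted p = 0.0831 with an estimated correlation). The call of Glo1 was lost with no filter, on FPKM as deposited and without any HiAD, PM or FFD library, up to an adjusted p of 0.129 from limma. Those of Lpin1 and Gpam were lost with no filter and without any HiAD or PM library, FFD R28 or FFD R31, among other cases (up to 0.127 and 0.133).

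Each of the 376 genes that passed had no overlap between the HiAD and the FFD libraries, as did 30.6% of all tested genes, where chance gives 10%. The HiAD libraries, with those labelled RageHepKO, also stood apart from all others at the mitochondrial genes mt-Tg, mt-Nd3 and mt-Tr. The scaled FPKM of mt-Tg was 69 to 134 on the HiAD, 431 to 1370 in the libraries labelled RageHepKO and at most 0.837 in the other libraries. A strain or lineage may thus run together with the diet in HiAD against FFD, chow and PM. The libraries labelled RageHepKO are not exempt, since H2-Bl and H2-Q1 set the HiAD libraries apart from them too. What a strain or lineage adds to the differences given here, those of single genes and lists included, was not tested. The counts of genes moved with single libraries, to 75 higher without HiAD replicate B3 and to 71 lower without FFD replicate R31. In the test by limma with sample quality weights, chosen after the data were seen, 631 genes were higher and 508 lower.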

Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed on differentially expressed genes between the HiAD and FFD groups to categorize the enriched functional classification (Fig. 4a and Extended Data Fig. 6a). In the Hippo signalling pathway group, YAP/TAZ-regulated genes were enriched in HiAD-fed mice and decreased after PM treatment and in *RAGE*^*HepKO*^ mice (Fig. 4a). 

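Of 39 tested genes of the conserved YAP signature, 9 were higher and none was lower in HiAD against FFD at an adjusted p under 0.05 from limma. The other 30 did not pass (13 higher and 1 lower when adjusted over the list alone). With PM, 10 were lower and none was higher than on the HiAD (13 lower when adjusted over the list alone), and in the libraries labelled RageHepKO 18 were lower and 1 was higher (19 and 1 when adjusted over the list alone). Ccn2, the matricellular growth factor also named CTGF, had a scaled FPKM of 17.1 ± 4.95 (SD, n = 3) on the HiAD, 1.89 ± 1.14 (SD, n = 3) on the FFD, 1.14 ± 0.0466 (SD, n = 2) with PM and 1.79 ± 0.991 (SD, n = 3) in the libraries labelled RageHepKO. Its log2 fold change was 2.68 in HiAD against FFD (standard error 0.44, adjusted p = 0.00592 from limma), -3.04 with PM against HiAD (standard error 0.50, adjusted p = 0.00357 from limma) and -2.72 in the libraries labelled RageHepKO against HiAD (standard error 0.44, adjusted p = 0.00124 from limma).

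Nt5e, the ecto-nucleotidase CD73, had a log2 fold change of 1.39 in HiAD against FFD (standard error 0.25, adjusted p = 0.0109 from limma), -1.72 with PM (standard error 0.28, adjusted p = 0.00388 from limma) and -1.95 in the libraries labelled RageHepKO (standard error 0.25, adjusted p = 0.000443 from limma). Bicc1, an RNA-binding protein, had 1.19, -1.24 and -1.38 in the same comparisons (adjusted p = 0.00359, 0.00357 and 0.000445 from limma). Without PM R19 the calls with PM were lost for Ccn2, Nt5e and Bicc1 (adjusted p = 0.0542, 0.0542 and 0.0656 from limma), and that of Nt5e in HiAD against FFD was lost without HiAD B3 or FFD R28 or R31 (up to 0.0615). Sh2d4a had 1.17 in HiAD against FFD (adjusted p = 0.00722 from limma). Ccn1, the gene for CYR61, did not pass in any of them, with -0.15, 0.50 and -0.05 (adjusted p = 0.915, 0.701 and 0.955 from limma). Of the 9 signature genes that were higher in HiAD against FFD, 7 were lower with PM and 9 were lower in the libraries labelled RageHepKO. Independent calls would give 2.31 and 4.15, and part of the excess may come from the HiAD libraries, which enter every comparison. Over the 39 genes the changes in HiAD against FFD had a covariance of -0.522 with those with PM and of -0.573 with those in the libraries labelled RageHepKO, where simulated groups without changes that share the HiAD libraries gave -0.0444 and -0.0495. The simulated groups hold noise alone, so that any trait particular to the HiAD mice, their lineage included, would also make the covariance more negative.

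Of 93 tested genes of the Hippo pathway, 5 were higher and none was lower in HiAD against FFD (12 higher when adjusted over the list alone). With PM 8 were lower and none was higher (10 lower when adjusted over the list alone), and 36 were lower and 2 were higher in the libraries labelled RageHepKO (37 and 2 when adjusted over the list alone). The 5 higher in HiAD livers include Ccn2, Ccnd1, a phosphatase subunit, Ppp2r2d, and a p53-binding protein, Trp53bp2. The calls of Ppp2r2d and Trp53bp2 were lost without HiAD B1 or B3, FFD R28 or R31, among other cases, up to adjusted p-values of 0.118 and 0.148 from limma. Yap1 had log2 fold changes of 0.13 in HiAD against FFD (adjusted p = 0.721 from limma), 0.08 with PM (adjusted p = 0.858 from limma) and -1.01 in the libraries labelled RageHepKO (adjusted p = 0.000946 from limma). Wwtr1, which encodes TAZ, had 0.77, -1.06 and -0.96 (adjusted p = 0.126, 0.0385 and 0.0112 from limma), and its call with PM was lost with no filter and without chow R1 or any HiAD, PM or FFD library, up to 0.309. Its call in the libraries labelled RageHepKO was lost in a fit of these groups alone (adjusted p = 0.0639 from limma). Of 13 tested genes from a set of 22 YAP/TAZ targets, 2 were higher in HiAD against FFD and none lower (3 when adjusted over the list alone). With PM 2 were lower, and 5 were lower in the libraries labelled RageHepKO.

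Other gene groups moved with these, among them the following. With PM, 5 of the 9 cholangiocyte markers and 8 of the 19 liver cancer genes were lower and none was higher, and 17 of the 23 sex-biased liver genes were higher and 3 lower. Of 23 markers of stellate cells and fibroblasts 5 were lower with PM and none was higher (adjusted p = 0.00164 from camera, and adjusted p = 0.237 with an estimated correlation), and 11 were lower and 1 higher in the libraries labelled RageHepKO (adjusted p = 0.00829 from camera, and adjusted p = 0.416 with an estimated correlation). In the libraries labelled RageHepKO, whose mitochondrial share was the highest, 6 cholangiocyte markers and 11 liver cancer genes were lower and none was higher, 18 sex-biased genes were higher and 3 lower, and 4044 of all tested genes passed, 1900 of them higher. On FPKM as deposited, an alternative chosen after the data were seen, 952 were higher and 3371 lower.

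As lists, the conserved signature had a median log2 fold change of 0.36 in HiAD against FFD (adjusted p = 0.000316 from camera, and adjusted p = 0.0831 with an estimated correlation), -0.42 with PM (adjusted p = 1.76e-05 from camera, and adjusted p = 0.055 with an estimated correlation) and -0.63 in the libraries labelled RageHepKO (adjusted p = 0.000604 from camera, and adjusted p = 0.171 with an estimated correlation). The Hippo list had medians of 0.21 (adjusted p = 0.000281 from camera, and adjusted p = 0.0793 with an estimated correlation), -0.15 (adjusted p = 0.0116 from camera, and adjusted p = 0.203 with an estimated correlation) and -0.40 (adjusted p = 7.96e-05 from camera, and adjusted p = 0.106 with an estimated correlation). The set of 22 targets had an adjusted p of 0.0358 from camera in HiAD against FFD (adjusted p = 0.146 with an estimated correlation), 0.0887 with PM and 0.0765 in the libraries labelled RageHepKO. The paper states these directions from the heat map in Fig. 4a, and for the activation of YAP names other signs, active YAP in nuclei and the induction of CTGF and CYR61.

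**Figure D1:**
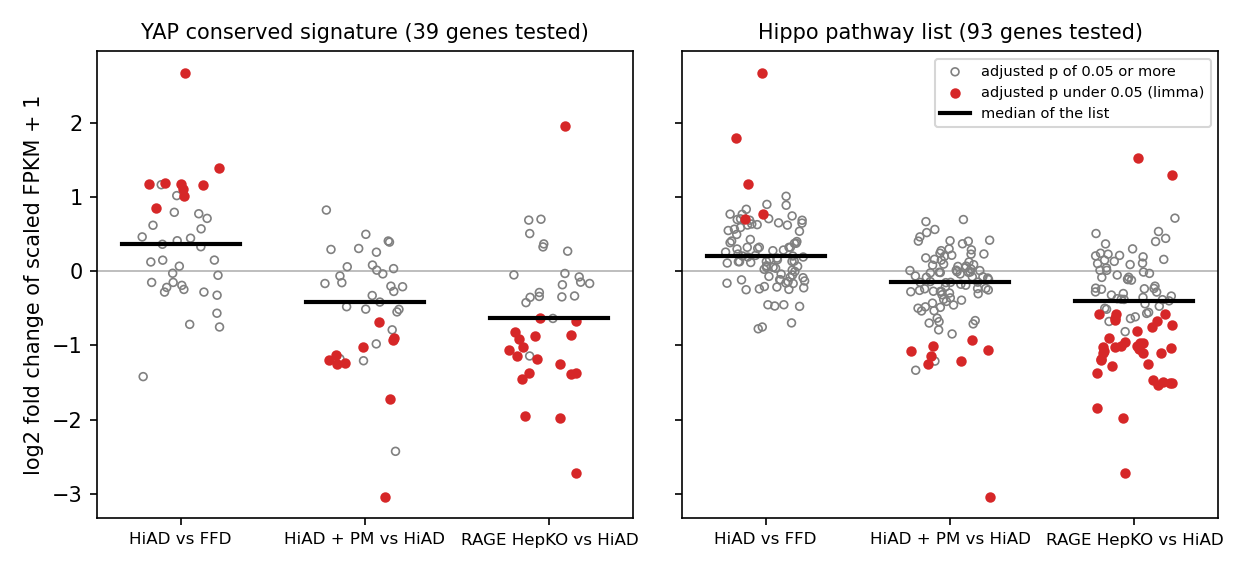
Log2 fold change of scaled FPKM plus 1 (vertical axis) of each tested gene of the conserved YAP signature (39 genes) and of the Hippo pathway list (93 genes) in HiAD against FFD, HiAD + PM against HiAD and libraries labelled RageHepKO against HiAD, where filled points have an adjusted p under 0.05 from limma and bars are medians. The median of the signature is 0.36, -0.42 and -0.63 in the 3 comparisons, with 9 filled points above 0 in the first and 10 below 0 in the second.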

YAP activation, as indicated by a nuclear signal of active non-phosphorylated YAP (Extended Data Fig. 6b,c,g) and the induction of targets CTGF (also known as CCN2) and CYR61 (CCN1), was observed in mice on the HiAD, but decreased after PM treatment or in the *RAGE*^*HepKO*^ mice on the HiAD (Extended Data Fig. 6d). YAP-positive hepatocytes were not observed in close proximity to collagen bundles in the HiAD group (Extended Data Fig. 6e). To substantiate that HCC in faster-stress-relaxing ECM was promoted by YAP and TAZ, we co-injected dominant-negative TEA domain transcription factor 2 (dn-TEAD2) or control plasmids by HDI with hMET and mutant β-catenin (Fig. 4b). The TEAD family of transcription factors are important binding partners for YAP and TAZ, and TEAD2 in particular was linked to HCC progression^28^. We found that the number of GS/MYC double-positive foci significantly decreased after dn-TEAD2/HDI co-injection compared with in mice that were injected with the control plasmid (Fig. 4c,d and Extended Data Fig. 6f (haematoxylin and eosin images)), and these foci were negative for active, nuclear YAP (Fig. 4c (bottom, inset)). In mice treated with HDI + control vector co-injection, active YAP localized to the nuclei of GS-positive cells. Downstream targets CTGF and CYR61 were downregulated after injection with dn-TEAD2 (Fig. 4e). Together, these data indicate that HCC in faster-stress-relaxing ECM was promoted by YAP^28^.

**Fig. 4:**
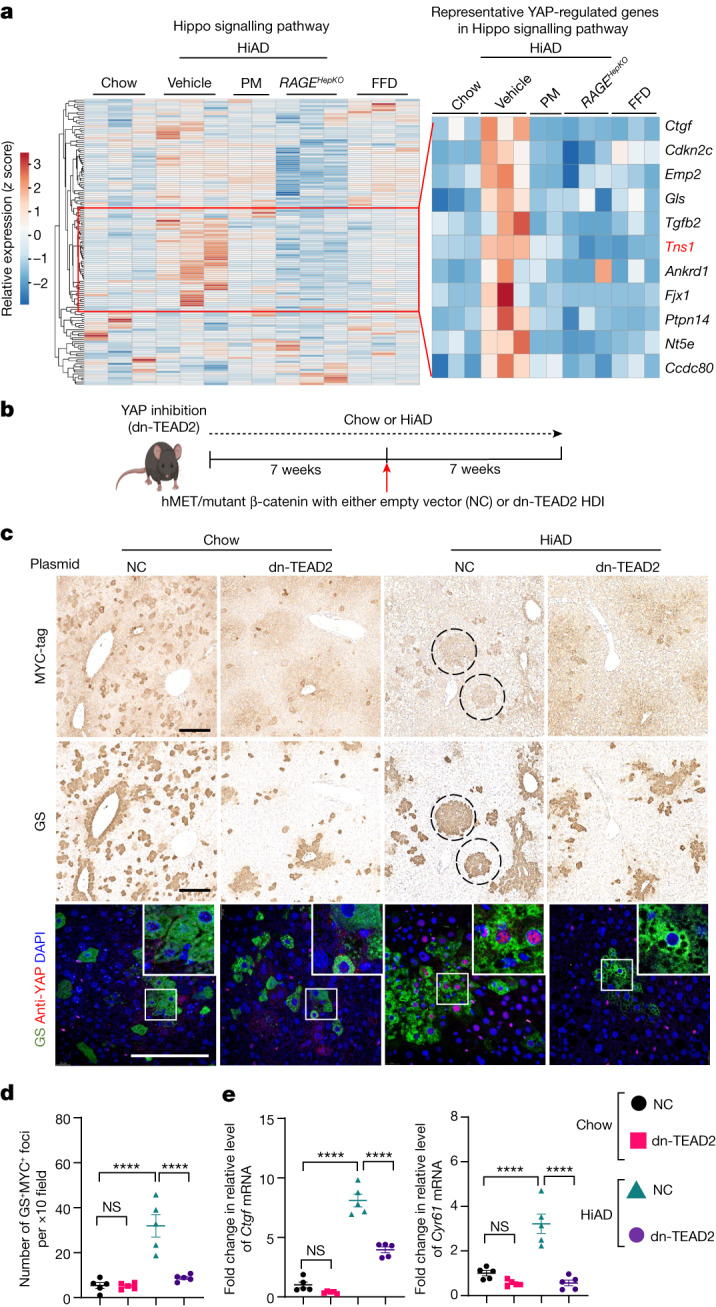
YAP is involved in HCC growth promoted by high viscoelasticity. **a**, Analyses of bulk RNA-seq data from mice fed a chow or FFD diet or a HiAD diet with vehicle treatment (*n* = 3 each), mice fed a HiAD with PM treatment (*n* = 2) and *RAGE*^*HepKO*^ mice fed a HiAD (*n* = 3). The heat map shows enrichment in several YAP/TAZ target genes in the HiAD group compared with in the other groups. Tensin 1 (*Tns1*, red) target of interest. **b**, Schematic of the NASH-related HCC model combined with YAP inhibition. The diagram was created using BioRender. **c**, GS/MYC-tag immunohistochemistry on subsequent slides showing transformed foci (circles, top and middle). Active non-phosphorylated YAP (red) localized to the nuclei of GS positive cells (green) in control-vector-injected (for dn-TEAD2) mice fed a HiAD (bottom). Scale bars, 300 μm (top and middle) and 100 μm (bottom). NC, empty vector. **d**, Quantification of GS^+^MYC^+^ foci in **c**. *n* = 5. **e**, YAP targets *Ctgf* and *Cyr61* were downregulated in dn-TEAD2-treated mice. *n* = 5. Data are mean ± s.e.m. *n* values refer to individual mice. Statistical analysis was performed using one-way ANOVA followed by Tukey’s multiple-comparison test. Source Data

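All 11 genes of the heat map had a higher mean in the 3 HiAD libraries than in the 11 other libraries, and in 7 of them every HiAD library lay above every other library. The heat map presents these genes as enriched in HiAD on these same samples, and how they were chosen is not given. Neither their direction nor the p-values of these genes and of their list are therefore independent evidence. Cdkn2c, an inhibitor of cyclin-dependent kinases, was 6.01 to 7.66 scaled FPKM in the HiAD libraries and 0.816 to 5.67 in the others (exact permutation test, two-sided, p = 0.0027, the smallest that 364 splits of the libraries allow). Emp2, a membrane protein, was 2.79 to 3.86 against 0.126 to 1.87, and Nt5e was 3.28 to 5.32 against 0.151 to 2.1, each with the same exact p. Ccdc80, a secreted matrix protein, was 2.81 to 3.95 against 0.819 to 2.23, also without overlap. Ccn2 overlapped through a single chow library of 12.8, where the HiAD libraries were at 11.4 to 20.5 (exact permutation p = 0.0055).

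Other genes were expressed at low levels. Ptpn14, a phosphatase, was 0.345 to 0.56 in HiAD libraries and 0 to 0.241 in the others, and Fjx1 was 0.128 to 0.602 against 0 to 0.0627, both without overlap. Tgfb2, a growth factor, was 0.0264 to 0.118 against 0 to 0.0337 (exact permutation p = 0.0055), and Ankrd1 was 0.104 to 0.376 against 0 to 0.409 (exact permutation p = 0.049). Over the 11 genes the adjusted values of the exact test were 0.0042 to 0.049. Of the 11 genes 5 lay below the expression filter, so that limma tested the other 6.

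All 6 were higher in HiAD than in the mean of the other 4 groups, with adjusted p-values under 0.05 from limma and a median log2 fold change of 1.03 (adjusted p = 2.55e-06 from camera, and adjusted p = 0.0361 with an estimated correlation). In HiAD against FFD 3 of the 6 were higher (5 when adjusted over the list alone), and against chow 4 were higher (6 when adjusted over the list alone). With PM 4 were lower (5 when adjusted over the list alone), and all 6 were lower in the libraries labelled RageHepKO. Each of the 4 calls with PM was lost without PM R19, and those of Tns1 and Cdkn2c also without PM R18 or any HiAD library and with no filter, among other cases (for Cdkn2c up to an adjusted p of 0.281 from limma). Cdkn2c had a log2 fold change of 0.46 in HiAD against FFD (adjusted p = 0.413 from limma) and 1.10 against chow (adjusted p = 0.0323 from limma). Its call against chow was lost with no filter, with a pseudocount of 0.1, chosen after the data were seen, and without chow R1 or R3 or any HiAD or PM library, up to an adjusted p of 0.0996 from limma. Against the mean of the other groups the calls of Emp2 and Ccdc80 were lost without HiAD B2 or B3 and, for Emp2, without HiAD B1 and with that pseudocount, up to 0.0773 and 0.0948. In the libraries labelled RageHepKO they were lost with no filter, in a fit of these groups alone and without HiAD B2, among other cases, up to adjusted p-values of 0.0809 and 0.0975 from limma. Ccn2 had 1.46 against chow (adjusted p = 0.0847 from limma), where its 3 libraries ran from 3.21 to 12.8. Between FFD and chow none of the 6 passed, and their median was -0.19 (adjusted p = 0.506 from camera in limma). Over all tested genes, 861 were higher and 667 lower in HiAD than in the mean of the other 4 groups. Without HiAD B3 these counts were 297 and 220, and with sample quality weights, chosen after the data were seen, 1733 and 1442.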

Given these results, our next question was how the viscoelastic ECM conveys proliferative and invasive signals. To directly test the effects of viscoelasticity, we constructed IPNs of alginate and reconstituted basement membrane (rBM) matrix hydrogels for 3D culture studies (rBM-IPNs). HCC cells (Fig. 5 and Extended Data Fig. 7a–e) were encapsulated in rBM-IPN hydrogels^13,16^ with the same stiffness (Young’s modulus, 2 kPa) but different levels of viscoelasticity (Fig. 5a). In high-viscoelasticity gels, cells exhibited increased proliferation (Fig. 5b,e), YAP activation (Fig. 5c,f) and the formation of TKS5-positive (also known as SH3PXD2A) and MT1-MMP-positive invadopodia-like structures as well as a more elongated shape (Fig. 5d,g). When the Young’s modulus was gradually increased to 5 kPa, we did not observe an increase in cell proliferation, YAP activation or induction of its target genes (Extended Data Fig. 7a–e). Invadopodia are thin linear protrusions that are linked to cancer cell invasion and migration. In high-viscoelasticity gels, we detected canonical markers such as TKS5 and MT1-MMP (Fig. 5d and Extended Data Fig. 7f) as well as active integrin β1, and phosphorylated myosin light chain (p-MLC) (Extended Data Fig. 7g,h, respectively). Antibody controls are shown in Extended Data Fig. 7i. As integrin-β1–matrix interactions modulating mechanotransduction were reported in breast cancer cells in high-viscoelasticity gels^13,16^, we used integrin-β1-specific blocking antibodies (Fig. 5h–j). These reduced proliferation (Fig. 5h) and YAP target CTGF (Fig. 5i) and increased cell circularity (Fig. 5j).

**Fig. 5:**
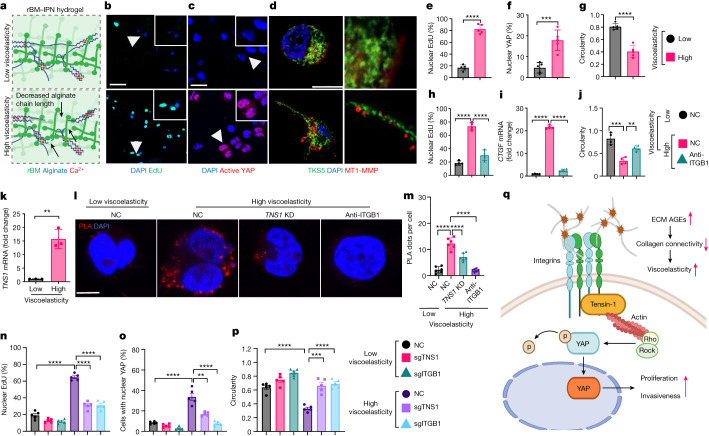
The integrin-β1–TNS1–YAP axis mediates viscoelasticity-specific mechanocellular pathways for HCC cell invasion. **a**, Schematics of the tuneable viscoelasticity IPNs of alginate (blue) and reconstituted basement membrane matrix (green) 3D hydrogels. Lowering the molecular mass of alginate cross-linked by calcium (red) decreases the network connectivity (arrows) to increase viscoelasticity. The diagram was adapted from ref. ^16^, under a Creative Commons licence CC BY 4.0. **b**–**g**, Cell proliferation in low- or high-viscoelasticity hydrogels was analysed using EdU assays (imaging (**b**) and quantification (**e**)). **c**,**f**, YAP activation was analysed using antibodies against active YAP (imaging (**c**) and quantification (**f**); the arrowheads denote enlarged areas). **d**, The formation of invadopodia-like structures after transfection (Clontech-N1, containing human TKS5-mNeonGreen), and immunofluorescence analysis of MT1-MMP (red) using Airyscan microscopy. **g**, Cell circularity analyses (ImageJ; *n* = 5 gels). Scale bars, 50 μm (**b**), 20 μm (**c**) and 10 μm (**d**). **h**–**j**. Huh7 cells in low- or high-viscoelasticity hydrogels were incubated with control IgG or integrin β1 (ITGB1) blocking antibodies. Cell proliferation (**h**; EdU), YAP target *CTGF* mRNA (**i**) and cell circularity (**j**, *n* = 4) were analysed. **k**, *TNS1* mRNA expression in cells in low- or high-viscoelasticity hydrogels. *n* = 3. **l**,**m**, PLAs depict direct binding between TNS1 and integrin β1 (ITGB1) in high-viscoelasticity hydrogels (**l**; scale bar, 10 μm). **m**, The PLA signal was analysed (30 cells in 5 gels per group, *n* = 5, each). **n**–**p**, Huh7-Cas9 cells were transfected with plasmids containing CRISPR guide RNA for *TNS1* (sgTNS1), integrin β1 (sgITGB1) or control sgRNA (NC) and embedded in low- or high-viscoelasticity hydrogels. The proliferation (**n**), YAP activation (**o**) and cell circularity (**p**) were analysed. *n* = 5 each. **q**, Schematic of TNS1, which functions as a key component of the ECM mechanosensor complex by binding to integrin β1 in high-viscoelasticity ECM. The diagram was created using BioRender. Data are mean ± s.e.m. *n* values refer to independent experiments. Statistical analysis was performed using two-tailed unpaired *t*-tests (**e**–**g** and **k**) and one-way ANOVA followed by Tukey’s multiple-comparison test (**h**–**j** and **n**–**p**). Source Data

Notably, on the basis of our RNA-seq data, *TNS1* was significantly induced in an AGE- and viscoelasticity-dependent manner (Figs. 4a and 5k). 

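Tns1, which encodes the adhesion protein tensin 1, was highest in HiAD livers. The gene (ENSMUSG00000055322.15) lies on chromosome 1 of GRCm38 from 73910231 to 74124449. Its scaled FPKM was 3.77 ± 0.291 (SD, n = 3) on the HiAD, 1.22 ± 0.159 (SD, n = 3) on the FFD, 1.88 ± 0.194 (SD, n = 3) on chow, 1.98 ± 0.183 (SD, n = 2) with PM and 1.55 ± 0.53 (SD, n = 3) in the libraries labelled RageHepKO. The HiAD libraries lay between 3.51 and 4.09 and all others between 1.04 and 2.16 (exact permutation test, two-sided, p = 0.0027). The paper took Tns1 up from these same libraries, so that the p-values given here for Tns1 are not independent evidence. The log2 fold change of Tns1 was 1.10 in HiAD against FFD (standard error 0.17, adjusted p = 0.00317 from limma) and 0.73 against chow (standard error 0.17, adjusted p = 0.0264 from limma). It fell by 0.68 on the log2 scale with PM (standard error 0.18, adjusted p = 0.0462 from limma) and by 0.92 in the libraries labelled RageHepKO (standard error 0.17, adjusted p = 0.00199 from limma). The latter direction rests on labels that Ager, set against the HiAD libraries, goes against. FFD and chow did not differ past the threshold, with -0.38 (adjusted p = 0.469 from limma).

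Of 38 tested genes of the molecular clutch, Tns1 and Mmp14, the gene for MT1-MMP, were higher in HiAD against FFD and none was lower (2 higher when adjusted over the list alone). The same 2 genes were the only members lower with PM (1 when adjusted over the list alone). Mmp14 had log2 fold changes of 1.08 in HiAD against FFD (standard error 0.24, adjusted p = 0.0324 from limma) and -1.77 with PM (standard error 0.27, adjusted p = 0.00247 from limma). Its call against FFD was lost with no filter, in a fit of these groups alone and without HiAD B3 or any PM or FFD library, up to an adjusted p of 0.12 from limma. Itgb1, which encodes integrin beta 1, had 0.01 in HiAD against FFD (adjusted p = 0.995 from limma), -0.14 with PM (adjusted p = 0.813 from limma) and -0.87 in the libraries labelled RageHepKO (adjusted p = 0.00704 from limma). Parva and Actn4, other adhesion genes, had 0.50 and 0.50 in HiAD against FFD (adjusted p = 0.223 and 0.299 from limma). The list had a median of 0.10 in HiAD against FFD (adjusted p = 0.0764 from camera in limma). In the libraries labelled RageHepKO 12 members were lower and 2 higher than in HiAD livers (adjusted p = 0.0577 from camera in limma). The call of Tns1 with PM was lost in limma with a pseudocount of 0.1 (adjusted p = 0.0785) or 0.5 (adjusted p = 0.0581), both chosen after the data were seen, and with no filter (adjusted p = 0.0707 from limma). It was also lost without any of 10 single libraries, up to an adjusted p of 0.354 from limma. The call of Tns1 against chow was lost when limma was fitted to HiAD and chow alone (adjusted p = 0.085) and without any of 5 single libraries, up to 0.103.

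**Figure D2:**
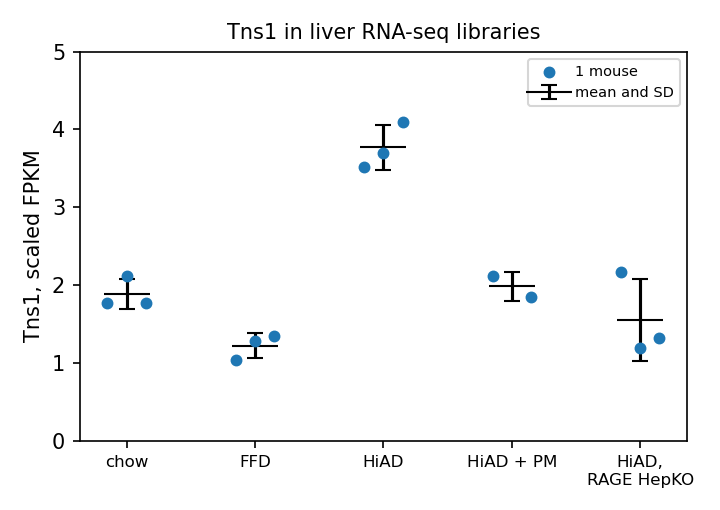
Scaled FPKM of Tns1 (vertical axis) in each liver library by group, where points are mice and bars are the mean and SD. The 3 HiAD libraries lie between 3.51 and 4.09, above the others at 1.04 to 2.16.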

TNS1 was described as part of a molecular clutch that mediates the mechanical linkage between ECM-bound integrins and the actomyosin cytoskeleton to generate traction force^29–33^. To study the role in mechanosignalling, proximity ligation assays (PLA) were performed in HCC cells in low- versus high-viscoelasticity hydrogels to capture the potential interaction between TNS1 and integrin β1. High-viscoelasticity conditions promoted their interaction (Fig. 5l,m and Extended Data Fig. 7j (antibody controls)). We next studied the effects of *TNS1* or integrin β1 knockdown (CRISPR–Cas9; Fig. 5n–p). This reduced cell proliferation (Fig. 5n and Extended Data Fig. 8a) as well as the activation of YAP and target genes (Fig. 5o and Extended Data Fig. 8b,e) in high-viscoelasticity ECM. Invadopodia formation was reduced, and cell circularity increased after *TNS1* or integrin β1 knockdown (Fig. 5p and Extended Data Fig. 8c,d). Hep3B cells exhibited similar results (Extended Data Fig. 9). To further analyse the importance of the TNS1–integrin β1 interaction in invadopodia formation and proliferation, we transfected cells with a vector containing a mutant *TNS1* (with a deletion of the PTB domain preventing its binding to integrin β1, hereafter, dd-TNS1) or full-length *TNS1* (Extended Data Fig. 10a) and embedded them in low- or high-viscoelasticity hydrogels. We assessed whether dd-TNS1 is capable of binding to integrin β1 using a PLA. In dd-TNS1-transfected cells, the PLA signal was very low, whereas, in the full-TNS1–tdTomato-positive cells, the signals co-localized (Extended Data Fig. 10b,c). dd-TNS1-transfected cells in high-viscoelasticity hydrogels had lower proliferation (Extended Data Fig. 10d,h), and reduced active YAP and its target genes (Extended Data Fig. 10e,i,k), while their circularity increased (Extended Data Fig. 10f,j) and they did not form protrusions (Extended Data Fig. 10g). As RhoA is involved in regulating cell shape and migration, and it was described to be modulated by TNS1^34^, we next studied its activity. Cells in high-viscoelasticity hydrogels exhibited increased RhoA-GTPase activity in a TNS1- and integrin-β1-dependent manner (Extended Data Fig. 11a,b). LATS1^35^ activity decreased and YAP was more active in cells in high-viscoelasticity gels, whereas the reverse was seen after *TNS1* or integrin β1 knockdown. Pharmacological inhibition of ROCK-GTPase and myosin 2 resulted in an increase in cell circularity, a lower proliferation rate and reduced expression of YAP targets (Extended Data Fig. 11c–e).

To study the in vivo role of TNS1, we used a CRISPR–Cas9-directed approach whereby TNS1 was targeted at the time of HDI. Mice on chow or HiAD diets were hydrodynamically injected as before, including either single-guide RNA for *Tns1* (sgTNS1) or control sgRNA plasmids, and were euthanized 7 weeks after the injections (Extended Data Fig. 12a). In the sgTNS1-treated mice, *Tns1* expression and the number of transformed MYC^+^GS^+^ foci decreased compared with in the control-sgRNA-injected mice (Extended Data Fig. 12b–d, respectively), and YAP targets *Ctgf* (also known as *Ccn2*) and *Cyr61* (*Ccn1*) had lower expression (Extended Data Fig. 12e). Together, these data suggest that TNS1 is part of a molecular clutch that mediates the mechanical linkage between ECM-bound integrins and the actomyosin cytoskeleton responding to high viscoelasticity (Fig. 5q).

## Discussion

Here we show that AGEs in the liver ECM create a faster stress-relaxing viscoelastic niche leading to the activation of mechanosignalling promoting HCC. Although matrix stiffness in advanced fibrosis/cirrhosis and its effects on cancer progression have been extensively studied, our data are the first, to our knowledge, to demonstrate how changes in matrix viscoelasticity, independent of stiffness, affect HCC growth. This is clinically very relevant as increasing viscoelasticity could be a risk factor foretelling more invasive features of HCC in NASH/T2DM. Current guidelines exclude precirrhotic patients from HCC screening paradigms; therefore, new viscoelasticity-based imaging approaches will need to be developed to identify the population at risk. T2DM is a major risk factor not only for liver cancer progression but also in breast^36^, colon^37^ and pancreatic cancer^38–40^, and this may point to the crucial role of a more viscoelastic matrix in patients with diabetes.

Collagen cross-linking mediated by AGEs has been thought to contribute to increasing stiffness similarly to LOXl2 or TTG, modifying the helical structure of collagen^41–44^. However, our studies identified that, in certain contexts, increased collagen cross-linking leads to weakly bound shorter fibres with lower interconnectivity, together promoting a viscoelastic niche. This in turn facilitates changes in cellular shape, cytoskeletal reorganization and the formation of invadopodia-like structures^12,13,15,16^. This could be relevant to not only the liver peritumoral matrix, but also other cancers in which changes in viscoelasticity have been observed, but are not yet implicated functionally for progression^45,46^.

We also identified the major role of the TNS1–integrin β1–RhoA–YAP mechanotransduction pathway responding to increasing viscoelasticity. While the role of YAP activation in various cancers is known, as is its role in responding to viscoelasticity in vitro^13–15,17,47,48^, the in vivo role of YAP as an inducer of cancer progression in response to viscoelasticity changes was previously unclear. Furthermore, another element of interest relates to the role of TNS1 as a key mechanosensory in this integrin–YAP signalling pathway. TNS1 regulating and sustaining the activity of the molecular clutch could be essential for protrusion formation and migratory activity of cells^29,30^, and these can be further explored in future studies.

In conclusion, we identified the central role of increasing viscoelasticity in the liver tumour niche. Viscoelasticity-activated mechanocellular pathways promise to be a diagnostic and/or therapeutic areas in NASH/T2DM-related HCC and beyond.

## Methods

### Human liver tissues

All human samples were de-identified and exempted (exemption 4). Human liver samples were obtained from the Stanford Diabetes Research Center (SDRC), Donor Network West (DNW), Stanford Tissue Bank and Clinical Biospecimen Repository and Processing Core (CBRPC) of the Pittsburgh Liver Research Center (PLRC). This was approved by Stanford University Institutional Review Board (IRB, 67378) and the Pittsburgh Liver Research Center Review Board. Histology was evaluated for necroinflammation, hepatocellular ballooning, ductular reaction and fibrosis by a hepatopathologist in a blinded manner, and non-alcoholic fatty liver disease activity score (NAS) scores were provided. Detailed information about the donors, including sex, age, diagnosis and NAS score, are summarized in Supplementary Table 1.

### Animal studies

All animal experiments were conducted according to the experimental procedures approved by the Institutional Animal Care and Use Committee at Stanford University and Palo Alto VA. Mice were maintained at temperatures and humidity ranges of 20 to 26 °C and 30% to 70%, respectively. Mice were housed in standard cages under 12 h–12 h light/dark cycles with ad libitum access to water and food unless otherwise indicated. Mice were placed on control chow or a FFD (17.4% protein, 20% fat and 49.9% carbohydrate, AIN-76A) supplemented with high-fructose corn syrup in the drinking water at a final concentration of 42 g l^−1^ for up to 14 weeks, or HiAD (prepared by cooking FFD at 120 °C for 20 min) as previously described^49^ supplemented with high-fructose water. Wild-type C57BL/6J male mice (aged 8 to 10 weeks) were purchased from the Jackson Laboratory. *RAGE*^*fl/fl*^ mice on the C57B6 background were gifted by B. Arnold. *RAGE*^*HepKO*^ mice were generated by crossing *RAGE*^*fl/fl*^ mice with *Albumin-cre* mice (Jackson Laboratory) for several generations. Male *RAGE*^*fl/fl*^ mice and *RAGE*^*HepKO*^ mice aged 8 to 10 weeks were used. To generate hepatocyte transgenic AGER1 (*Ddost*) mice, wild-type mice were injected with adeno-associated virus 8 (AAV8)-control green fluorescent protein (AAV8-control) or AAV8-thyroxine-binding globulin-AGER1 recombinase (AAV8-AGER1) (5 × 10^11^ genome copies, Vector BioLabs) at the end of week 5 of feeding (the rationale of the specific targeting in hepatocyte has been previously reported)^50^. To study the inhibition of AGE formation or AGE–protein cross-linking, wild-type mice fed with HiAD were injected intraperitoneally daily with pyridoxamine hydrochloride (Sigma-Aldrich) (60 mg per kg, daily)^51^, alagebrium (ALT-711) (Sigma-Aldrich, 1 mg per kg)^52,53^ or vehicle (Tris-HCl), from the fifth week of feeding. At the time of euthanasia, photographs of the livers were taken, and the number and the size of lesions on the surface were recorded.

### Hydrodynamic tail vein injection and plasmid preparation

Oncogenic plasmids were delivered to the mouse liver by hydrodynamic tail vein injection as previously described^20^. In brief, pT3-EF1α-h-hMET, pT3-EF1αh-WT-β-catenin-MYC-tag, pT3-EF1α-h-S45Y-mutant-β-catenin-MYC-tag and pCMV/SB transposase were from S. P. S. Monga’s laboratory. Plasmids used for in vivo experiments were purified using the Invitrogen Endotoxin-free Maxi prep kit (Sigma-Aldrich). A combination of 20 µg of pT3-EF5-hMET and 20 µg of pT3-EF5α-WT-β-catenin-MYC or pT3-EF5α-S45Y-β-catenin-MYC, along with 1.6 µg of SB (25:1) was diluted in 1 ml of endotoxin-free saline (AdipoGen), filtered through 0.22 mm filter (Millipore), and injected into the tail vein of mice in 5 to 7 s at the at the end of week 7 of chow, FFD or HiAD feeding. To inhibit YAP activity, the mice were injected with dn-TEAD2 (pT3-EF1α-h-dnTEAD2, 60 µg)^54^ or negative control vector (empty pT3-EF1α, 60 µg), (from S. P. S. Monga’s laboratory) by hydrodynamic tail vein injection at the end of week 7 of chow or HiAD feeding with hMET, S45Y-mutant-β-catenin and SB. To knockdown *TNS1*, mice were injected with a CRISPR–Cas9-based vector linking two sgRNAs targeting *Tns1* exon 1 and exon 7 (pX333-TNS1, 50 µg) or negative control vector (empty pX333, 50 µg) by hydrodynamic tail vein injection at the end of seventh week of chow or HiAD feeding at the same time as with hMET, S45Y-mutant-β-catenin and SB. The sequences of the sgRNAs used in this study are provided in Supplementary Table 2.

Mice were monitored 3 days per week for any sign of pain or distress, and the body weight and body condition score were evaluated after hydrodynamic tail vein injection. The mice were immediately euthanized if they lost more than 10% of their body weight or if they had a body condition score of 2 or less during that time. The tumour size (macroscopic) never reached more than 3 mm.

### Histology, immunohistochemistry and early focus quantification

Paraffin-embedded tissue samples were cut into 5 µm sections, deparaffinized and rehydrated. For antigen retrieval, slides were boiled in citrate buffer (0.01 M, pH 6.0) using a microwave oven on high power for 5 min and cooled down to room temperature. After incubation in 3% aqueous H_2_O_2_ to quench the endogenous peroxidase, the sections were washed in PBST (PBS with 0.1% Tween-20, v/v) washing buffer, blocked with 5% goat serum (EMD Millipore) diluted in PBST at room temperature for 1 h and incubated with primary antibodies diluted in 2% goat serum in PBST at 4 °C overnight.

For immunohistochemistry, slides were incubated with appropriate biotinylated secondary antibodies (Supplementary Table 3) for 1 h, and then processed according to the ABC Peroxidase Standard Staining Kit (Thermo Fisher Scientific) for 30 min. The slides were stained with 3,3′-diaminobenzidine (Abcam) for 5 s to 5 min and counterstained with haematoxylin (Thermo Fisher Scientific) for 45 s. The images were scanned using the Leica Aperio AT2 system at Stanford Human Pathology/Histology Service Center. Serial sections were incubated with GS and MYC-tag primary antibodies, and a cluster of cells (at least 20 cells) positive both for GS and MYC-tag were counted as early foci. The antibodies used in this study are shown in Supplementary Table 3.

### Measurement of AGE content

AGEs were measured using the OxiSelect Advanced Glycation End Product Competitive ELISA Kit (Cell Biolabs) in the serum and the liver homogenate according to the manufacturer’s instructions. In brief, 10 mg liver samples were homogenized in PBS. After measuring the protein concentration, 300 µg protein was added to a 96-well ELISA plate and incubated for 1 h at room temperature. After incubation with the secondary HRP-conjugated anti-AGE antibodies, the reaction was halted with a stop solution, and the plates were read at 450 nm.

### RNA extraction, reverse transcription and RT–qPCR

According to the manufacturer’s recommendations, total RNA was extracted from snap-frozen liver tissues and cells using the RNeasy mini kit (Qiagen). Complementary cDNA was created from an identical amount of RNA using the iScript cDNA synthesis kit (Bio-Rad). The PowerUp SYBR Green PCR Master Mix (Applied Biosystems) was used for quantitative PCR with reverse transcription (RT–qPCR) on the 7900HT machine (Applied Biosystems), and the data were evaluated using the 2^−*C*t^ technique. As an endogenous control, *Arbp* (also known as *Rplp0*) and *GAPDH* were used to standardize the data in mouse and human, respectively. A list of the primer sequences used in this study is provided in Supplementary Table 4.

### AFM

Measurements on frozen liver tissues were performed on livers embedded in OCT compound (Sakura), snap frozen by direct immersion into liquid nitrogen and cut into 100 μm sections on the Leica CM1900-13 cryostat. The samples were kept in a protease inhibitor cocktail during the AFM analyses (Roche Diagnostic). For the hydrogel mapping collagen or AGE-modified collagen was neutralized with 5× DMEM and 1× NaOH and the hydrogels were kept overnight on 37 °C. The Bruker Resolve BioAFM system was used to take measurements (Bruker). For the indentation, Novascan Tech modified silicon nitride cantilevers (*k* = 0.01 N m^−1^, *k* = 0.06 N m^−1^) with a borosilicate glass spherical tip (diameter 10 and 5 μm, respectively) were used.

For each session, cantilevers were calibrated using the thermal oscillation method. AFM force maps were performed on 94.7 μm × 94.7 μm fields. Each experimental group included at least four different human or mouse samples, with two sections from each, and three different areas generated per section. For hydrogel mapping, each group included at least four different gels, and five different areas generated per gel. Data analyses were performed using the Hertz model in NanoScope Analysis v.1.9. and Mountains SPIP v.9.

### Rheometry analysis of the human and mouse livers

Measurements were optimized to assess storage modulus, loss modulus, loss tangent and stress relaxation based on methods previously described^55^. In brief, liver samples were prepared using an 8 mm diameter punch (Integra Miltex). The height of the slices ranged from 3 to 5 mm in the uncompressed state. The samples were kept hydrated during all of the experiments with DMEM. Parallel plate shear rheometry was performed on the ARES-G2 rheometer (TA instruments) at room temperature using TA TRIOS software v.5.1.1 (TA instruments). For all of the measurements, the upper plate was initially lowered to touch the sample, and 0.01 N of nominal initial force (~300 Pa) was applied to ensure adhesive contact of the sample with the plates. Measurements were taken first with a dynamic time sweep test (2% constant strain, oscillation frequency 1 radian s^−1^, measurements taken for 600 s), then stress relaxation (10% initial strain, measurements taken for 600 s).

### Measurement of total and insoluble collagen

The hydroxyproline assay for total liver collagen was performed as previously described^56^. In brief, liver samples were homogenized and denatured in 6 N HCl. Hydrolysed samples were then dried and washed three times with deionized water, followed by incubation in 50 mM chloramine T oxidation buffer for 20 min at room temperature. The samples were incubated with 3.15 M perchloric acid (Sigma-Aldrich) for 5 min, then with *p*-dimethylaminobenzaldehyde (Sigma-Aldrich). The absorbance of each sample was measured.

For insoluble collagen, the liver or collagen gel was first homogenized in 0.5 M acetic acid at a 1:4 ratio (for example, 800 μl for 200 mg liver) to make 20% liver homogenate. Next, 500 μl of 20% liver homogenate was added onto 1 ml of 0.5 M acetic acid and the tubes rotated at 4 °C overnight. The samples were centrifuged at 20,000*g* for 30 min to collect the pellet, resuspended in pepsin (2 mg ml^−1^ in 0.5 M acetic acid) and incubated at 4 °C overnight. The next day, the samples were centrifuged and the pellets were collected. The samples were then analysed using the hydroxyproline assay, described previously^56^.

### Preparation of AGE-BSA

AGE-BSA was prepared as previously described^57,58^. In brief, glycolaldehyde (Sigma-Aldrich) was dissolved in 10 mg ml^−1^ BSA/PBS to a final concentration of 33 mM. The solutions were incubated at 37 °C for 72 h, followed by dialysis against PBS. The dialysed solutions were sterilized with 2 µM filters, and aliquots were stored at −80 °C.

### Preparation of AGE-modified collagen and gels

Collagen type I (telopeptide intact, Corning, 354236, Corning collagen I, rat tail, used in all experiments) was incubated with 2.5 mg ml^−1^ in AGE-BSA 0.1% acetic acid (Merck) to obtain 3 mg ml^−1^ collagen solution at 4 °C for 4 weeks. BSA was mixed with collagen as the control. Alagebrium chloride (ALT-711, 20 mg ml^−1^) was added as the AGE cross-linking inhibitor. Collagen gels were polymerized by mixing 3 mg ml^−1^ AGE-modified or non-modified collagen solution with 10× PBS and neutralized with 1× NaOH (Merck) and incubated at 37 °C for 90 min leading to the formation of gels. For most gels, 1.6 mg ml^−1^ collagen was used.

### Alginate preparation

According to the manufacturer, low-molecular-mass, ultrapure sodium alginate (Provona UP VLVG, NovaMatrix) with a molecular mass of <75 kDa was used for fast-relaxing substrates. For slow-relaxing substrates, sodium alginate (high molecular mass) was used (FMC Biopolymer, Protanal LF 20/40, high molecular mass, 280 kDa). Alginate was treated with activated charcoal, dialysed against deionized water for 3–4 days (molecular mass cut-off, 3,500 Da), sterile-filtered, lyophilized and then reconstituted to 3.5 wt% in serum-free DMEM (Gibco). The use of low/high-molecular-mass alginate resulted in high/low viscoelasticity IPNs.

### Imaging of collagen fibrils

Mouse livers were decellularized in situ by detergent (0.5% (w/v), sodium deoxycholate, 250 ml per mouse) and water (50 ml per mouse) perfusion at a pump speed of 0.2 ml min^−1^. After the final perfusion, the livers were removed and washed overnight in PBS. For AGE-modified collagen gels, the samples were prepared as previously described. Gels were imaged 1 day after formation.

For SHG imaging, all of the samples were imaged using the Leica TCS SP5 multiphoton confocal microscope or the Leica Stellaris 8 DIVE upright confocal microscope. The excitation wavelength was tuned to 840 nm, and a 420 ± 5 nm narrow band-pass emission controlled by a slit was used for detecting the SHG signal of collagen. The images were recorded using an inverted confocal laser-scanning microscope (Leica TCS SP8) equipped with a ×20 water-immersion objective for confocal reflection imaging. An Ar^+^ laser at 488 nm was used to illuminate the sample, and the reflected light was detected with photomultiplier tube (PMT) detectors. Scans were at 1,024 × 1,024 pixels, and all of the images were taken 80–100 μm into the samples. Collagen measurements were performed using CT-Fire software (v.2.0 beta) (https://loci.wisc.edu/software/ctfire) and ImageJ v.1.53t (https://imagej-nih-gov.stanford.idm.oclc.org/ij/).

### IPN 3D hydrogel formation

Alginate was transferred to a 1.5 ml Eppendorf tube (a polymer tube) and kept on ice for each viscoelastic gel. For rBM-IPNs, alginate was mixed 30 times before adding rBM (Corning) at 4 °C. Collagen-IPNs were created by diluting and neutralizing AGE-modified or AGE-unmodified collagen gels with 10× DMEM and 1 M NaOH (Merck) at 4 °C. All substrates had a final concentration of 10 mg ml^−1^ alginate, 4.4 mg ml^−1^ rBM or 1.6 mg ml^−1^ collagen after additional DMEM was added. This was pipette-mixed, and the resulting mixture was kept on ice. Calcium sulfate was added to 1 ml Luer lock syringes (Cole-Parmer) and stored on ice to maintain the constant Young’s moduli of the substrates with high and low viscoelasticity. The polymer mixes were divided into individual 1 ml Luer lock syringes (polymer syringes) and placed onto ice as well. The polymer syringe was linked to the calcium sulfate syringe to create gels. The two solutions were quickly combined using 30 pumps on the syringe handles, and the resulting mixture was placed into a well of an eight-well Lab-Tek plate (Thermo Fisher Scientific) that had been precoated with rBM. After moving the Lab-Tek dish to a 37 °C incubator, the gel was allowed to form for 1 h before a full medium was added.

### Mechanical characterization of IPNs

Rheology experiments were performed using a stress controlled AR2000EX rheometer (TA Instruments). IPNs were directly deposited onto the lower Peltier plate for rheology testing. The gel was then slowly contacted by a 25 mm flat plate, creating a 25 mm disk gel. To stop dehydration, mineral oil (Sigma-Aldrich) was applied to the gel’s edges. The storage and loss moduli had equilibrated by the time the time sweep was done, which was at 1 rad s^−1^, 37 °C and 1% strain.

For the stress relaxation experiments, after the time sweep, a constant strain of 5% was applied to the gel at 37 °C, and the resulting stress was recorded over the course of 4 h.

### Cell culture, transfection and CRISPR–Cas9-mediated *TNS1* and integrin β1 knockdown

Human HCC cell lines Huh7 (gift from P. Sarnow) and Hep3B (purchased from ATCC) were cultured in high-glucose DMEM (Gibco) with 10% fetal bovine serum (FBS, Gibco) with 1% penicillin–streptomycin (Life Technologies). All cells were cultured at 37 °C in 5% CO_2_.

*TNS1* was knocked down in Huh7 and Hep3B cells using *TNS1* sgRNAs or integrin β1 sgRNAs. A control sgRNA sequence was used as the negative control. sgRNAs were cloned into pMCB306 (Addgen plasmid 89360, sgRNA expression vector with GFP, puromycin resistance), then co-transfected into cells with lentiCas9-Blast (Addgen plasmid 52962, expresses human codon-optimized *Streptococcus pyogenes* Cas9 protein and blasticidin resistance from the EFS promoter). Transfected cells were selected by puromycin and tested for TNS1 or integrin β1 expression 2 days after transfection. A list of the sequences of the sgRNAs used in this study is provided in Supplementary Table 2.

For PTB-domain-deleted TNS1 (dd-TNS1) assays, dd-TNS1 or a full-length TNS1 was cloned into a tdTomato-N1 vector (gift from S.-H. Lo). Huh7 cells were transfected with these plasmids and cultured for 24 h before encapsulation in IPNs hydrogels.

Huh7 or Hep3B cells were transfected with plasmids containing the human *TKS5* (also known as *SH3PXD2A*) with either mNeonGreen or mScarlet tag (gift from L. Hodgson) for all invadopodia analyses.

### 3D cell encapsulation in IPNs

For analyses of YAP activation, invadopodia formation and proliferation, Huh7 cells were serum-starved overnight and encapsulated in IPNs. In brief, cells were washed with PBS, trypsinized using 0.05% trypsin/EDTA, washed once, centrifuged and resuspended in serum-free medium. The concentration of cells was determined using the Vi-Cell Coulter counter (Beckman Coulter). After Matrigel was mixed with the alginate, cells were added to this polymer mixture and deposited into a cooled syringe. The solution was then vigorously mixed with a solution containing CaSO_4_ and deposited into wells of a chambered cover glass (LabTek). The final concentration of Matrigel and alginate was 4.4 mg ml^−1^ and 10 mg ml^−1^, respectively. 5 mM, 15 mM and 50 mM CaSO_4_ were used to generate varied stiffness of IPNs with 0.8 kPa, 2 kPa and 5 kPa, respectively. The final concentration of cells was 3 × 10^6^ cells per ml of IPN. The cell-laden hydrogels were gelled in an incubator at 37 °C and 5% CO_2_ for 60 min and then were cultured in a DMEM medium containing 10% FBS. After 1 day, cells were collected for RT–qPCR, western blotting and immunostaining analysis.

### Inhibitors

Inhibitors in the 3D cell culture were used at the following concentrations: 10 μM Y-27632 to inhibit ROCK (Abcam); 50 μM blebbistatin (Abcam) to inhibit myosin II; and 1 μg ml^−1^ monoclonal integrin-β1-blocking antibody (Abcam, P5D2). Vehicle-alone controls for these inhibitors were as follows: DMSO for blebbistatin, and latrunculin-a; deionized water for Y-27632; and IgG nonspecific antibody (Sigma-Aldrich, I5381) for integrin-β1-blocking antibody. Y-27632 and blebbistatin were added to the culture medium directly. Integrin β1-blocking antibody was incubated with Huh7 cells on ice for 1 h before encapsulation in IPNs and added to the culture medium directly.

### RNA-seq, bioinformatics and KEGG analyses

*RAGE*^*fl/fl*^ (wild-type) mice were fed chow, FFD or HiAD for 14 weeks. A group of HiAD-fed mice was injected intraperitoneally daily with PM. A cohort of *RAGE*^*HepKO*^ mice was placed on a HiAD for 14 weeks as described previously^10^. RNA was prepared from 2–3 mice per group, and RNA-seq was performed at Novogene with paired-end 150 bp reads (NovaSeq 6000 Sequencing System, Illumina). Gencode gene annotations version M18 and the mouse reference genome major release GRCm38 was derived from https://www.gencodegenes.org/. Dropseq tools v.1.1249 were used for mapping the raw sequencing data to the reference genome. The resulting UMI-filtered count matrix was imported into R v.3.4.4. Before differential expression analysis using Limma v.3.40.650, sample-specific weights were estimated and used as coefficients alongside the experimental groups as a covariate during model fitting with Voom. *t*-tests were used for determining differentially (*P* < 0.05) regulated genes between all possible experimental groups. GSEA was conducted using the preranked GSEA method within the KEGG databases with the online tool g:Profiler (https://biit.cs.ut.ee/gprofiler/gost). RNA-seq heat maps and unsupervised hierarchical clustering was performed with g:Profiler. RNA-seq data are available under Gene Expression Omnibus accession number GSE245016.

### Protein extraction and western blotting

Cells were washed with PBS and lysed with RIPA buffer. The homogenate was centrifuged, and the supernatant was collected. Protein concentrations were determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Protease inhibitor (Roche) and phosphatase inhibitor (Roche) were added to all the lysis procedures mentioned above, and 10–50 µg of the protein samples were loaded onto the SDS–polyacrylamide gel. The proteins were transferred to a polyvinylidene difluoride membrane or nitrocellulose membrane, which was blocked with 5% BSA in TBST and then incubated with primary antibodies at 4 °C overnight. The blots were washed with TBST and further incubated with horseradish-peroxidase-conjugated secondary antibodies. The signal was detected by adding Western-Bright enhanced chemiluminescence substrate (Advansta) or SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific) and imaged with film or the iBright CL1500 imaging system (Thermo Fisher Scientific). The images were processed and analysed using NIH ImageJ (v.1.53t) and iBright Analysis software v.5.2.1 (Thermo Fisher Scientific). The antibodies used in this study were shown in Supplementary Table 3.

### Fluorescence immunostaining and microscopy

Frozen sections of livers or gel-embedded cells were washed twice with PBS and fixed with 4% paraformaldehyde at 4 °C overnight. Sections were permeabilized in PBS with 0.4% (v/v) Triton X-100 for 10 min. After blocking with 5% goat serum in PBST at room temperature for 1 h, cells were incubated with primary antibodies (Supplementary Table 3) diluted in 2% goat serum in PBST at 4 °C overnight. The slides were washed and then incubated with secondary antibodies at room temperature for 1 h. Coverslips were washed with PBST between incubations and mounted with an anti-fade mounting medium with DAPI. Fluorescence images were taken using the Leica TCS SP8, multi-photon Leica Stellaris 8 DIVE upright Confocal, and Zeiss Airyscan2 LSM980 systems. Images were processed using NIH ImageJ (v.1.53t). To quantify cell circularity and cell area, the confocal images of cells were analysed in ImageJ v.1.53t (https://imagej-nih-gov.stanford.idm.oclc.org/ij/). Circularity, mathematically calculated as 4*π* × area × (perimeter)^−2^, ranges from 0 to 1, with a value of 1 being a perfect circle.

### PLA

The Duolink proximity ligation assay kit (Sigma-Aldrich) was used to determine the interaction between TNS1 and integrin β1 in Huh7 cells. Reagents were used according to the manufacturer’s instructions, and the steps were optimized. In brief, anti-TSN1 and anti-integrin β1 were used as the primary antibodies. The primary antibodies bound to a pair of oligonucleotide-labelled secondary antibodies (PLA probes), the hybridizing connector oligos joined the PLA probes if they were close by and the ligase created the DNA template needed for rolling-circle amplification (RCA). Labelled oligos hybridized to the complementary sequences in the amplicon and produced discrete red fluorescent signals that could be seen by confocal microscopy (Leica Microsystems). NIH Image J (v.1.53t) software was used to count the signal, and the average counts were used for the plot.

### Simulation modelling

In this study, we used an agent-based model for simulating the discrete structure of collagen matrices. Details of the model and all of the parameter values used in the model are provided in the Supplementary Methods and Supplementary Table 5. The computational domain is rectangular with 20 × 20 × 5 µm in the *x*, *y* and *z* directions. A periodic boundary condition exists only in the *x* and z directions. In simulations, the motions of the cylindrical elements are updated at each time step through the Langevin equation and the Euler integration scheme. Three types of matrices were used in this study: fibrillar matrix; long, tight-bundle matrix; and short, loose-bundle matrix. Fibril assembly is initiated by the nucleation of seed fibrils through the appearance of one cylindrical segment in random positions, followed by elongation up to either 3 µm or 5 µm through the addition of segments without consideration of depolymerization. Effective collagen concentration calculated using the specific volume of collagen (0.73 ml g^−1^) is 3.65 mg ml^−1^. The fibrillar matrix is constructed with cross-linkers in the absence of bundlers (Extended Data Fig. 4d,h). During the assembly of the fibrillar matrix, individual fibrils are interconnected by cross-linkers of which two binding sites bind to any part of two fibrils. There is no preference for a cross-linking angle in this process. The long, tight bundle matrix is assembled with cross-linkers in the presence of bundlers that connect individual fibrils in a parallel, staggering manner into tight bundles (Extended Data Fig. 4g,i). Cross-linkers connect fibrils within each bundle or fibrils belonging to different bundles. The short, loose-bundle matrix is created by bundlers that connect fibrils at their ends with a specific angle (Extended Data Fig. 4e,f,j). While the bundlers are permanently bound to fibrils, the cross-linkers can unbind from fibrils at a rate that exponentially increases with an increasing force, following Bell’s law. Fibrils are permanently bound to two boundaries normal to the *y* direction (that is, +*y* boundary located at *y* = 20 µm and −*y* boundary located at *y* = 0 µm). After completion of matrix assembly, 20% strain is applied to the +*y* boundary in the *x* direction, whereas the −*y* boundary is fixed. After reaching the 20% strain, the strain is held at a constant level to measure stress relaxation.

### Statistical analyses

At least three biological replicates were performed for all in vivo experiments, and in vitro experiments were repeated at least three times. Data are presented as mean ± s.e.m. Statistical analyses were performed using GraphPad Prism v.10.0.3 (GraphPad Software). Normality distribution was assessed using the Kolmogorov–Smirnov test. Two-tailed unpaired *t*-tests and one-way ANOVA with Tukey tests were used to analyse data with a normal distribution. Data with a non-normal distribution were analysed using Wilcoxon rank-sum tests and Kruskal–Wallis tests with Dunn’s test. *P* < 0.05 was considered to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-06991-9.

## Supplementary information

Supplementary Information Supplementary Figs. 1 and 2, Supplementary Tables 1–5 and Supplementary Methods.

Reporting Summary

Peer Review File

## Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 10

Source Data Extended Data Fig. 11

Source Data Extended Data Fig. 12

## Figures and Tables

**Extended Data Fig. 1:**
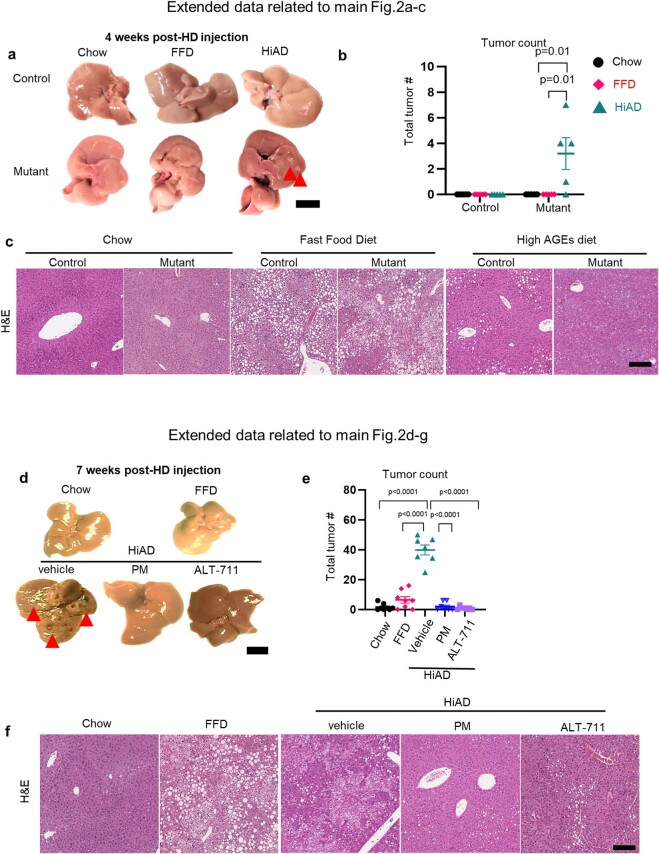
Mice on HiAD develop earlier and more numerous transformed foci following hydrodynamic injection, and exhibit AGEs-dependent higher viscoelasticity (related to the main Fig. 2). **a-c**. Additional data of the early time point (4w. post-HDI) NASH/HCC model. Mice were fed for 7 weeks either chow, FFD or HiAD. Hydrodynamic injection (HDI) was performed using vectors expressing human MET gene (pT3-EF5a-hMet) and the sleeping beauty (SB) transposase combined with a vector expressing either wild-type human β-catenin (pT3-EF5a-β-catenin-myc, control group) or mutant pT3-EF5a-S45Y-β-catenin-myc, mutant group). Four weeks after HDI, mice were sacrificed. **a**. Livers from chow, FFD and HiAD-fed mice after HDI. Arrowheads, small lesions. Scale bar, 1 cm. **b**. Quantification of visible liver lesions 4 weeks after HDI (n = 5). **c**. Hematoxylin and eosin (H&E) on sequential slides corresponding to the main Fig. 2b. Scale bar, 300 μm. **d-f**. Additional data on the model 7 weeks post-HD injection. Representative images (**d**) and quantification (**e**) of visible liver lesions (n = 8, 8, 7, 7, 7 respectively). Arrowheads, lesions. Scale bar, 1 cm. **f**. H&E images, corresponding to the GS/myc images in the main Fig. 2e. Scale bar, 300 μm. Error bars represent mean ± s.e.m. n numbers refer to individual mice. One-way ANOVA was used followed by Tukey’s multiple comparison test. Source Data

**Extended Data Fig. 2:**
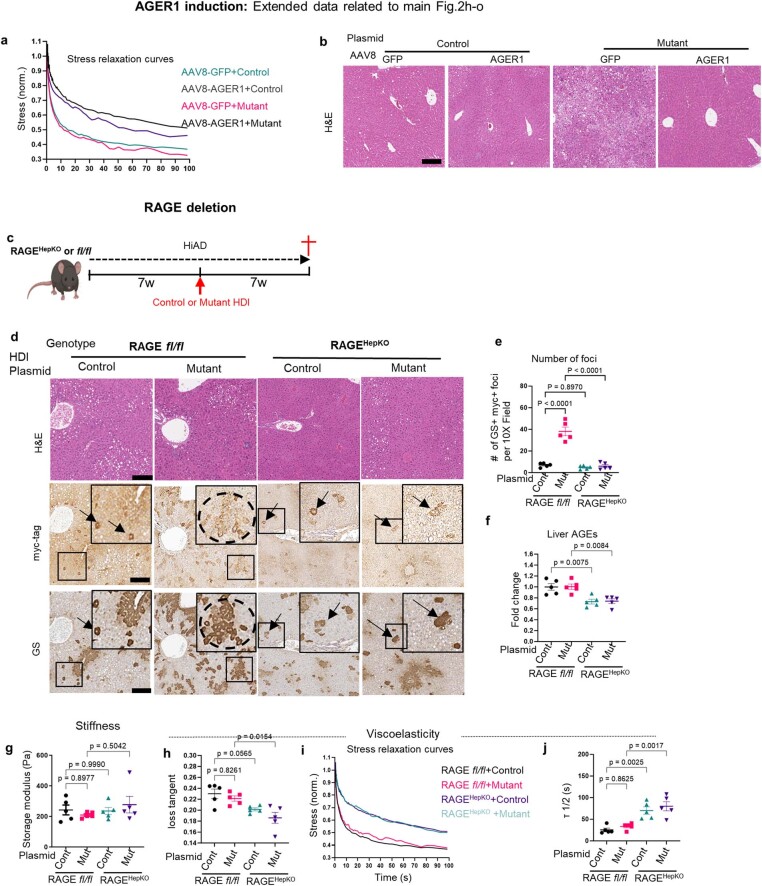
AGER1 induction or RAGE deletion in hepatocytes reverses fast stress relaxation, and the appearance of transformed foci. **a-b**. Additional data of NASH-related HCC model combined with AAV8-mediated AGER1 induction. Representative stress relaxation curves (**a**) with or without AGER1 induction. H&E images (**b**), corresponding to the GS/myc-tag images in the main Fig. 2o. Scale bar, 300 μm. **c-j**. Additional data of the NASH-related HCC model in the hepatocyte-specific RAGE deleted (RAGE^HepKO^) mice. Schematics of the HDI using hMet/SB transposase with wild-type (control) or mutant β-catenin in RAGE^HepKO^ or *fl/fl* mice **(c)**. **d**. H&E and GS/myc immunohistochemistry were performed on sequential slides, circles represent foci, arrows indicate transduced cells. Scale bar, 300 μm. **e**. Quantification of foci (n = 5 each, 20 areas/per mouse). **f**. Liver AGEs were lower in RAGE^HepKO^ in mice (n = 5 each). Rheometry studies, **g-j**. Liver stiffness (**g**) and viscoelasticity (**h-j**) were assessed (τ1/2 represents timescales at which the stress is relaxed to half its original value; increase in τ1/2 denotes lower viscoelasticity, **j**). There was no significant difference in stiffness, but improved viscoelasticity in RAGE^HepKO^ mice (n = 5 each). Error bars represent mean ± s.e.m. n  refers to individual mice. One-way ANOVA was used followed by Tukey’s multiple comparison test. Source Data

**Extended Data Fig. 3:**
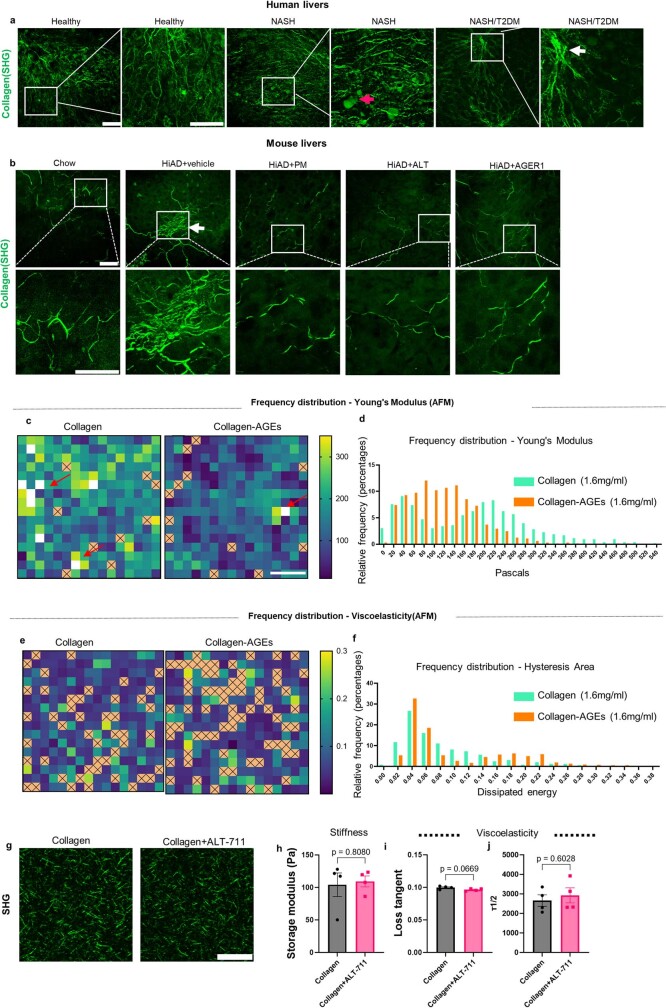
Collagen networks in patients, mouse models and 3D hydrogels. **a**. Collagen fibres in human liver samples (healthy, NASH, NASH+ T2DM) were analysed by second harmonic generation (SHG) microscopy. Areas with bundling is depicted in the NASH + T2DM group (white arrow). Red arrow points to lipid droplets. Maximum intensity projection Z-stack for section thickness of 30 μm (Representative images from three individual subjects. Scale bar, 200 µm). **b**. In mouse livers images depict a more bundled appearance of collagen network (white arrow) in the HiAD+vehicle group whereas more organized fibres following PM, ALT treatment or after AGER1 reconstitution. Maximum intensity projection Z-stack for section thickness of 30 μm (Representative images from three individual mice. Scale bar, 200 µm). **c**. Local patches with higher Young’s moduli could be observed in collagen hydrogels (red arrows). **d**. The ranges of elastic moduli is depicted in collagen or collagen+AGEs hydrogels. **e**. Mapping and distribution of hysteresis areas (viscoelasticity). **f**. Higher frequencies of increased viscoelasticity in collagen+AGEs gels. n = 5 gels/each group, 3 representative areas/each gel. For all maps, x’s indicate regions where AFM indentation curves could not be reliably analysed. Scale bar, 20 µm. **g**-**j**. To analyse the potential effect of ALT on the matrix, collagen gels +/− ALT-711 were studied by SHG (**g**, Scale bar, 100 µm). Gels from **g** were loaded for rheometry to assess stiffness (**h**, storage modulus) and viscoelasticity (**i**, loss tangent; **j**, τ1/2), (n = 4 each). Error bars represent mean ± s.e.m. n numbers refer to independent experiments. Two-tailed, unpaired t-tests for statistical analysis. ns, not significant. Source Data

**Extended Data Fig. 4:**
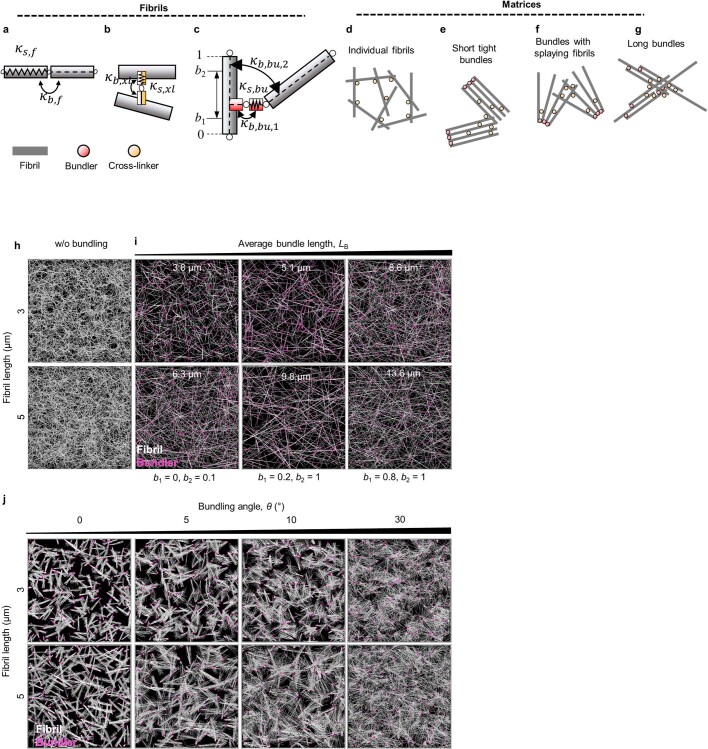
Agent-based computational model for a fibrillar matrix. **a-c**. Fibrils (grey, “f”), cross-linkers (yellow, “xl”), and bundlers (red, “bu”) are simplified by cylindrical segments in the model. Cross-linkers connect pairs of fibrils without preference of a cross-linking angle by binding-to-binding sites in any part of two fibrils. By contrast, bundlers connect pairs of fibrils with a specific angle and then maintain the angle. The first binding site of bundlers is always located at the end of fibrils, and the second binding site is located at specified part of fibrils. The specific part available for binding is defined by two boundaries, *b*_1_ and *b*_2_, between 0 and 1. Various bending (*κ*_b_) and extensional (*κ*_s_) stiffnesses maintain angles and lengths near their equilibrium values, respectively. Stiffnesses, equilibrium lengths, and equilibrium angles are listed in the Supplementary Table 5. **d-g**. Different types of matrices. Without bundlers, a matrix is comprised of individual fibrils cross-linked to each other, resulting in small mesh size (**d**). With bundlers which bind only to the ends of fibrils, a matrix consists of short bundles. Depending on the angle between fibrils connected by bundlers, the shape of short bundles varies (**e, f**). With bundlers that bind to the end of one fibril and the mid of another fibril, a matrix consists of longer bundles (**g**). Cross-linkers can connect fibrils within each bundle or fibrils that belong to different bundles. **h-j:** Snapshots of matrices employed for rheological measurements. The length of fibrils used for creating matrices is either 3 μm (top row) or 5 μm (bottom row). (Images displayed are representatives of 4 independent simulations). **h**. Matrix structures with a homogeneous, fine mesh, which is created without bundlers as shown in **d**. **i**. Matrix structures consisting of long, tight bundles with different lengths. Fibrils are connected in parallel by bundlers as shown in **g**. The length of bundles can be changed by varying *b*_1_ and *b*_2_. If the second binding site can bind only to part near one end of fibrils (e.g., *b*_1_ = 0.8, *b*_2_ = 1), the average length of bundles (*L*_B_) becomes large. By contrast, if the binding can take place only near the other end of fibrils (e.g., *b*_1_ = 0, *b*_2_ = 0.1), *L*_B_ is slightly longer than the length of individual fibrils. **j**. Matrix structures consisting of short, loose bundles with different bundling angles, *θ*. In these cases, both binding sites of bundlers bind to the end of fibrils (i.e., *b*_1_ = *b*_2_ = 0) as shown in **e** and **f**. The shape of the bundle is varied by changing *θ*.

**Extended Data Fig. 5:**
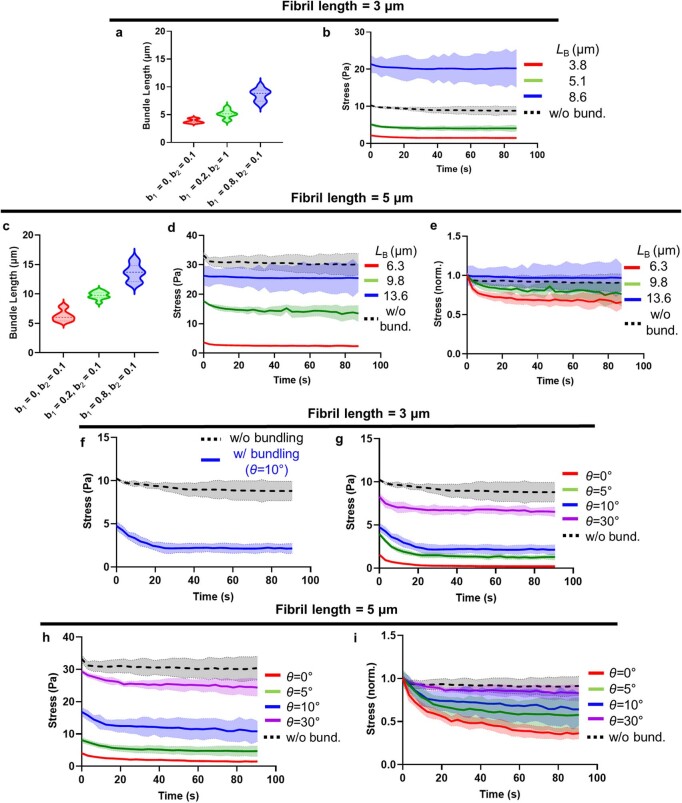
Stress relaxation in matrices with different bundle lengths, *L*_B_. and angles, *θ*. **a, b**. Bundle length distribution with three different values of *b*_1_ and *b*_2_ for fibril length of 3 μm **(a)**. Stress relaxation without normalization for cases shown in Fig. 3s and a case without bundles (**b). c-e**. Bundle length distribution with different *b*_1_ and *b*_2_ (**c**) and stress relaxation without (**d**) or with normalization (**e**) for fibril length of 5 μm. Faster stress relaxation is observed in matrices consisting of smaller bundles. **f, g**. Stress relaxation without normalization for the cases shown in main Fig. 3r (**f**) and Fig. 3t (**g**). In **f** and **g**, the length of fibrils is 3 μm. **h, i**. Stress relaxation in cases with different angles ***θ*** for fibrils length of 5 μm. The bundle length was changed by a variation in the two boundaries defining the second binding sites for bundlers, *b*_1_ and *b*_2_. When these fibrils are connected in parallel (*θ* = 0°) by bundlers, they create long densely packed bundles. The length of these bundles (*L*_*B*_) is determined by the specific point of attachment between the bundler and the fibrils. In cases where bundlers exclusively attach to the fibril ends, the resulting matrix consists of short bundles. These loosely packed bundles have a length equal to that of the fibrils (3 μm). The shape of these short, loosely arranged bundles varies depending on the angle (θ) between the connected fibrils. Error bands represent mean ± s.d. Data displayed are representatives of 4 independent simulations. Source Data

**Extended Data Fig. 6:**
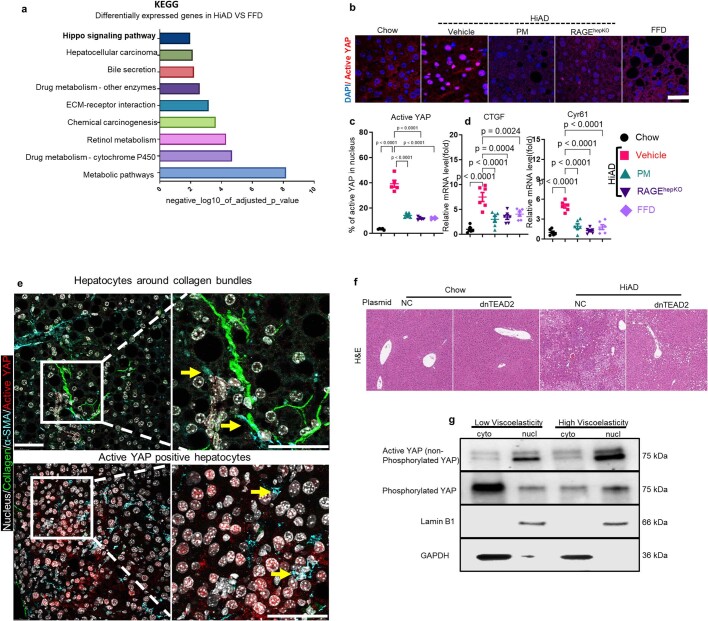
YAP pathways are induced by matrix viscoelasticity. **a**. Analyses of bulk RNA-seq data from mice fed chow, FFD, and HiAD diets. HiAD-fed mice were treated by PM or vehicle, and a group of mice with RAGE hepatocyte depletion (RAGE^HepKO^) were studied. Genes between FFD and HiAD groups with Log2 fold change (Log2FC) and p-value less than 0.05 (Fisher’s exact test) were considered differentially expressed. KEGG analyses from differentially expressed genes show enrichment in Hippo signalling pathway. No HD injection was done in these experiments. **b, c**. Representative images (**b**) and quantification (**c**) of active nuclear YAP signal in mouse livers, using an antibody against the active, non-phosphorylated YAP. (n = 5 mice/group, 4 random ×20 fields/sample; data are presented as the percentage of active YAP/area/×20 field). **d**. YAP targets CTGF and Cyr61 were induced in mice on HiAD, but not after PM or in RAGE^HepKO^ on HiAD. RT-qPCR, n = 6 each. **e**. Collagen was imaged using SHG (green), active YAP (red) and α-SMA positive stellate cells (blue, arrows) by immunofluorescence. There were no hepatocytes with active YAP observed in the close proximity of collagen bundles (using an antibody against the non-phosphorylated active YAP). Scale bar 50 µm. **f**. HE images corresponding to sequential slides with myc-tag/GS immunohistochemistry in the main Fig. 4c. **g**. Nuclear and cytoplasmic YAP was assessed using antibodies against active, non-phosphorylated and inactive phosphorylated YAP in western blots (cytoplasmic and nuclear fractions), in low and high viscoelasticity hydrogels (representative of 3 different experiments). Error bars represent mean ± s.e.m. n numbers refer to individual mice. One-way ANOVA was used followed by Tukey’s multiple comparison test. Source Data

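Genes of the Hippo pathway were more frequent among genes that differed between HiAD and FFD livers than among all tested genes. At an unadjusted p under 0.05 from limma, the threshold of the methods, 1964 genes differed, 1057 higher and 907 lower. The paper's fit used voom with sample weights, and its legend also names a log2 fold change. Neither was applied to these genes. Of the 93 tested Hippo genes 26 were among them, 23 higher and 3 lower, where 15.1 would fall there by chance (odds ratio 2.02, one-sided Fisher's exact test, p = 0.00288, and 0.00864 adjusted over the 36 lists). Genes of drug metabolism were enriched most of the 5 terms compared with the plot, with 39 of 80, 26 higher and 13 lower (odds ratio 4.99, exact test, adjusted p = 2.11e-10). For the matrix and its receptors it was 12 of 30, 11 of them higher (odds ratio 3.46, exact test, adjusted p = 0.00565), for retinol metabolism 10 of 27 (odds ratio 3.05, exact test, adjusted p = 0.0174) and for bile acids 13 of 40 (odds ratio 2.5, exact test, adjusted p = 0.0187). The lists were written by hand after the KEGG maps and are not the sets of the online tool. Lists outside the plot passed as well, among them stellate cell markers (odds ratio 5.66, exact test, adjusted p = 0.000448). Interferon-stimulated genes (odds ratio 7.09) and macrophage markers (odds ratio 8.08) each had an adjusted p of 1.56e-05 by the exact test. Of all lists that passed, the Hippo list had the smallest odds ratio, so that its enrichment is not particular to it.

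When the genes are restricted to the 376 with an adjusted p under 0.05 from limma, 5 of the 93 Hippo genes are among them, all higher, where 2.89 would fall there by chance (exact test, p = 0.163). At the unadjusted threshold the Hippo term did not pass without HiAD replicate B3 (exact test, p = 0.122), nor without FFD replicate R28. The matrix term did not pass without HiAD B2 (exact test, adjusted p = 0.105), and the bile acid term without HiAD B1 or RA21 (exact test, adjusted p = 0.122 and 0.0764). The retinol term did not pass without chow R3, HiAD B2, PM R18, PM R19, RA20 or FFD R32 (exact test, adjusted p up to 0.328). At the adjusted threshold 15 genes of drug metabolism (exact test, adjusted p = 3.46e-07), 8 of bile acids (exact test, adjusted p = 0.000155), 4 of the matrix and its receptors (exact test, adjusted p = 0.0339) and 4 of retinol metabolism (exact test, adjusted p = 0.0274) were among the genes that passed.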

**Extended Data Fig. 7:**
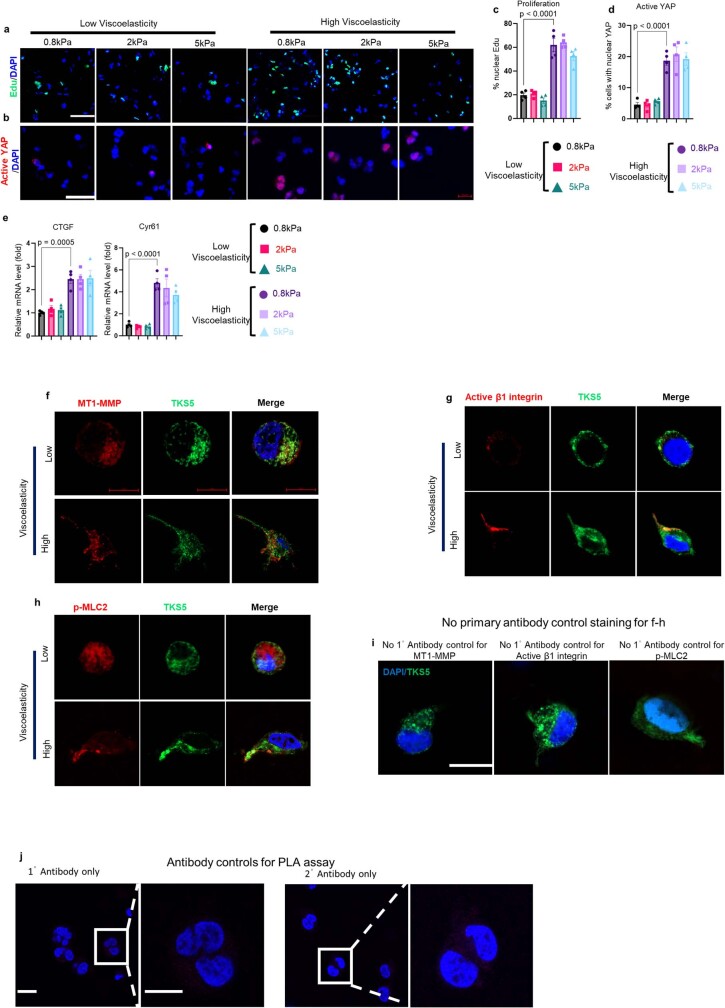
Proliferation and YAP activation are not affected by increasing stiffness in low or high viscoelasticity hydrogels (Additional data to the main Fig. 5). **a**-**e**. Huh7 cells were encapsulated in low or high viscoelasticity IPN hydrogels with varying stiffness. (0.8-5 kPa). Cell proliferation and YAP activity were evaluated by Edu nuclear signal (**a**, scale bar, 100 μm) and active YAP immunofluorescence (**b**, scale bar, 50 μm**)**, and quantification (**c** and **d**). **e**. mRNA expression of YAP target genes CTGF and Cyr6. (n = 4, for **c**-**e**, Error bars represent mean ± s.e.m. n numbers refer to independent experiments. One-way ANOVA with Tukey tests was used for correction of multiple comparisons. **f-h**. Huh7 cells were transfected with Tks5-mNeonGreen, and immunofluorescence microscopy was performed using an antibody against MT1-MMP (**f**), active integrin β1 (**g**), and p-MLC2 (**h**). **i**. Controls with no primary antibody for **f-h**. Cells were imaged by high resolution Airyscan microscopy (LSM980, Zeiss). Representative images, scale bar, 10 µm. **j**. Controls for the PLA assay in the main Fig. 5l (1° antibody only, 2° antibody only). Scale bar, 10 µm. Error bars represent mean ± s.e.m. n numbers refer to independent experiments. One-way ANOVA was used followed by Tukey’s multiple comparison test. Source Data

**Extended Data Fig. 8:**
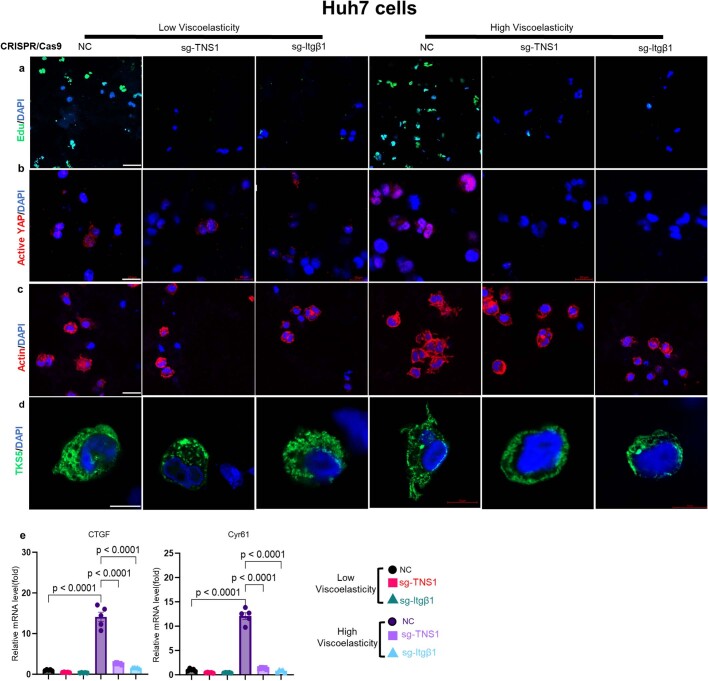
TNS1 and integrin β1 knockdowns reduce proliferation, active nuclear YAP and formation of invadopodia-like structures (Additional data to the main Fig. 5). **a-d**, Huh7-Cas9 cells were transfected with plasmids containing CRISPR guide RNA of TNS1 (sg-TNS1), or integrin β1 (sg-Itg β1) or control sgRNA (NC), and cells after 24 h were embedded in low or high viscoelasticity hydrogels. After 48 h, cell proliferation was evaluated by Edu analyses (**a**, Scale bar, 50 μm). YAP activity was analysed by using an antibody against active YAP (**b**, Scale bar, 20 μm). Cell circularity was analysed by F-actin, and ImageJ analyses (**c**, Scale bar, 20 μm.), and the formation of invadopodia-like structures was assessed by the TKS5 signal (**d**, Scale bar, 10 μm). **e**. mRNA expression of YAP-regulated target genes, CTGF and Cyr61 (n = 5). Error bars represent mean ± s.e.m. n numbers refer to independent experiments. One-way ANOVA test was used followed by Tukey’s multiple comparison. Source Data

**Extended Data Fig. 9:**
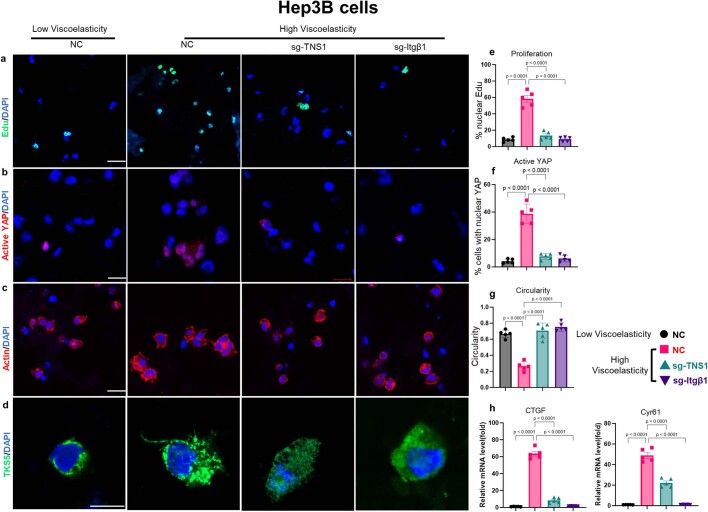
TNS1 and Integrin β1 knockdowns reduce proliferation, activation of YAP and formation invadopodia-like structures in Hep3B cells. Hep3B cells were transfected with CRISPR/Cas9 plasmids to knockdown TNS1 (sg-TNS1) or β1 integrin (sg-Itgβ1). A control, not targeted sgRNA was used as control (NC). After 48 h in 3D culture in low or high viscoelasticity hydrogels, cell proliferation was evaluated by Edu (**a**, Scale bar, 50 μm) and quantification of the signal (**e**). YAP activity was analysed by using active YAP antibody (**b**, Scale bar, 20 μm), quantification (**f**), and mRNA expression of YAP-regulated targets (**h**). Cell circularity was evaluated by the F-actin signal (**c**, Scale bar, 20 μm) and ImageJ analyses (**g**). Formation of invadopodia-like structures was analysed by the TKS5 signal (**d**, Scale bar, 10 μm). n = 5 each for **e**-**h**. Error bars represent mean ± s.e.m. n numbers refer to independent experiments. One-way ANOVA test was used followed by Tukey’s multiple comparison. Source Data

**Extended Data Fig. 10:**
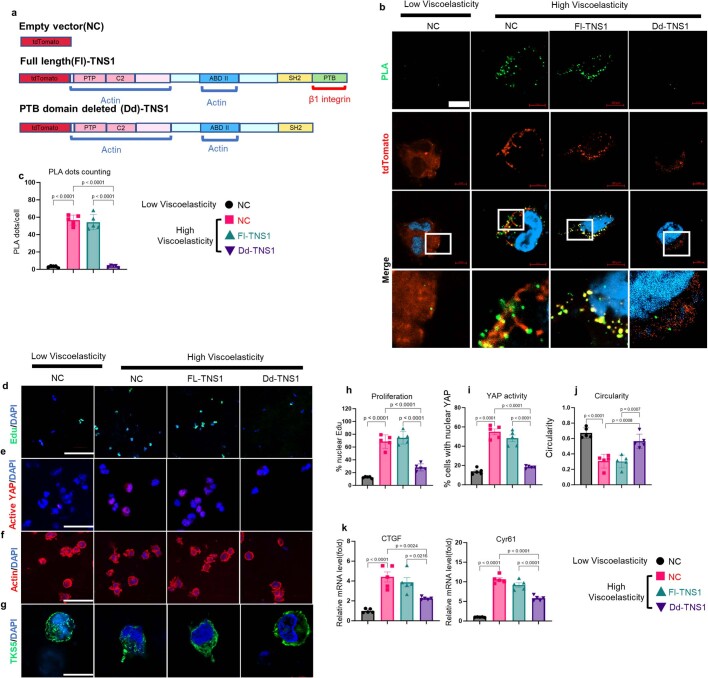
PTB domain deleted (dd) TNS-1 did not colocalize with integrin, and cells exhibited lower proliferation, YAP activity, and reduced formation of invadopodia-like structures in high viscoelasticity hydrogels. **a**. Schematics of the PTB domain deleted (dd) TNS1 construct. Deleting this domain prevents binding to integrins however the actin-binding domain remains intact. **b, c**. Proximity ligation assays **(b)** to assess integrin β1 and TNS1 binding (green signal) in empty vector (NC), full length TNS1, and dd-TNS1 transfected cells (red, tdTomato). In full length TNS1 tomato, PLA signals colocalized whereas no colocalization was seen in dd-TNS1 transfected cells or in low viscoelasticity matrix. PLA positive dots were quantified from 30 cells in 5 gels, each group (**c**, n = 5 each). **d-k**. Cell proliferation was evaluated by Edu (**d**, Scale bar, 100 μm) and quantification (**h**). YAP activity was analysed by using active YAP immunofluorescence (**e**, Scale bar, 50 μm.), quantification (**i**), and YAP-regulated target gene mRNA expression (**k**). Cell circularity was evaluated by F-actin signal (**f**, Scale bar, 50 μm, and) and quantification (**j**, ImageJ). Formation of invadopodia-like structures was analysed by the TKS5 signal (**g**, Scale bar, 10 μm, n = 5 each. Error bars represent mean ± s.e.m. n numbers refer to independent experiments. One-way ANOVA test was used followed by Tukey’s multiple comparison. Source Data

**Extended Data Fig. 11:**
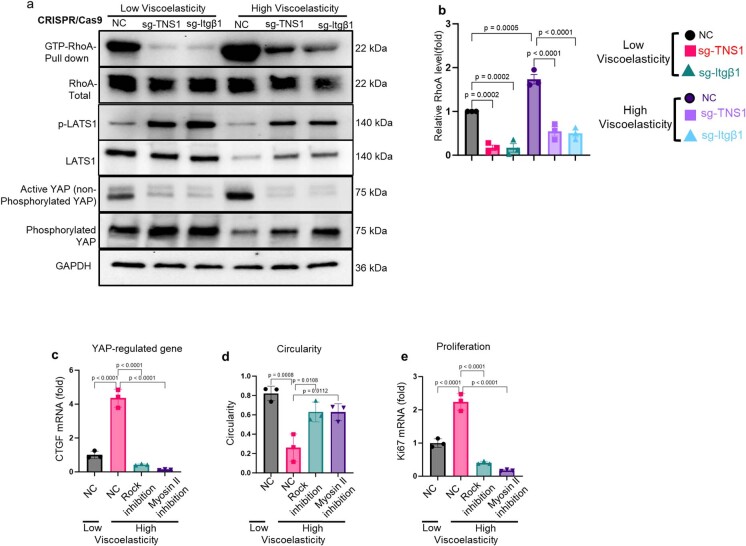
Integrin β1 and Tensin 1 mediate viscoelasticity-specific mechano-cellular pathways involving YAP activation (Additional data to main Fig. 5). **a**. Huh7-Cas9 cells were transfected with plasmids containing CRISPR guide RNA for TNS1 (sg-TNS1), or Integrin β1 (sg-Itg β1) or control sgRNA (NC), and cells after 24 h were embedded in low or high viscoelasticity hydrogels. RhoA GTPase activity in low/high viscoelasticity conditions and after TNS-1 or Integrin β1 KDs was tested by pull-down assays. Antibodies to active (non-phosphorylated), inactive YAP (phosphorylated), as well as to phosphorylated and total LATS1, were used, and analysed by immunoblotting. Representative images of 3 independent experiments. **b**. Quantification of GTP-RhoA/GAPDH protein levels from **a** (n = 3 each). **c-e**. Huh7 cells encapsulated in low or high viscoelasticity IPN hydrogels were incubated with ROCK (Y-27632, Abcam, 10 μM) or Myosin II inhibitors (Blebbistatin, Abcam, 50 μM). YAP activity was analysed by testing YAP-regulated target gene CTGF mRNA expression (**c**). Cell circularity was analysed by Image J (**d**), and cell proliferation was evaluated by Ki67 mRNA expression (**e**) (n = 3 each). Error bars represent mean ± s.e.m. n numbers refer to independent experiments. One-way ANOVA test was used followed by Tukey’s multiple comparison. Source Data

**Extended Data Fig. 12:**
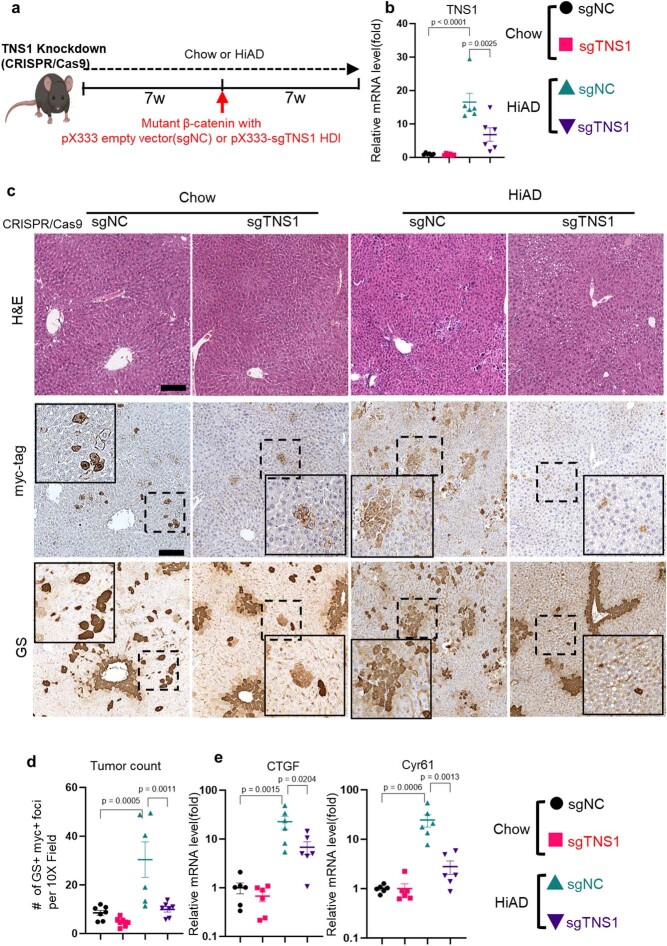
TNS-1 knockdown decreases the formation of transformed foci in mice on HiAD, after HDI. **a**. Schematic presentation of the in vivo targeting of TNS1 by CRISPR/Cas9 in conjunction with hydrodynamic injection (HDI). Mice were fed chow or HiAD for 7w, then hydrodynamically injected with pT3-EF5a-hMet and the pT3-354 EF5a-S45Y-β-catenin-myc (mutant β-catenin), with the sleeping beauty (SB) transposase, as well as the CRISPR-Cas9-based vector either with sgRNAs targeting mouse TNS1 (pX333-sgTNS1) or empty vector (sgNC). Mice were sacrificed 7 weeks following injection. **b**. TNS1 expression in the liver was analysed by RT-qPCR (n = 6 each). **c, d**. H&E images, GS/myc immunohistochemistry on consecutive slides depict colocalization (**c**). Quantification (**d**) of GS/myc positive foci. Scale bar, 300 μm (n = 6 each). **e**. The expression of YAP targets CTGF and Cyr 61 was analysed by RT-qPCR (n = 6 each). Error bars represent mean ± s.e.m. n numbers refer to individual mice. One-way ANOVA test was used followed by Tukey’s multiple comparison. Source Data

## Data Availability

Data have been deposited in public databases. RNA-seq data are available under the accession number GSE245016. The mouse reference genome major release GRCm38 is available online (https://www.gencodegenes.org/). Source data are provided with this paper.

## Code availability

Codes used in the study are available at GitHub (https://github.com/ktyman2/liverCancer.git).

# Supplementary material for: Matrix viscoelasticity promotes liver cancer progression in the pre-cirrhotic liver
**Source:** Nature. 2024 Jan 31;626(7999):635–42. doi: 10.1038/s41586-023-06991-9
**Supplement:** Supplementary file 1 — Supplementary Figs. 1 and 2, Supplementary Tables 1–5 and Supplementary Methods.

Supplementary information

Matrix viscoelasticity promotes liver cancer progression in the pre-cirrhotic liver

---

In the format provided by the
authors and unedited

SUPPLEMENTARY INFORMATION

Matrix Viscoelasticity Promotes Liver Cancer Progression in the Pre-Cirrhotic Liver

Authors:

Weiguo Fan¹, Kolade Adebawale^{2,3†}, Lóránd Váncza^{1†}, Yuan Li¹, Md Foysal Rabbi⁴, Koshi Kunitomo¹, Dongning Chen¹, Gergely Mozes¹, David Kung-Chun Chiu^{6, 7}, Yisi Li⁸, Junyan Tao⁹, Yi Wei¹, Nia Adeniji¹, Ryan L. Brunsing¹⁰, Renumathy Dhanasekaran¹, Aatur Singhi⁹, David Geller⁹, Su Hao Lo¹¹, Louis Hodgson¹², Edgar G. Engleman^{6, 7}, Gregory W. Charville⁶, Vivek Charu^{6,13}, Satdarshan P. Monga⁹, Taeyoon Kim^{4, 5}, Rebecca G. Wells¹⁴, Ovijit Chaudhuri^{3,15} and Natalie J. Török^{1*}

Table of contents:

Page 2: Supplementary Figure 1: Images of unprocessed blots used for the Extended Data Fig. 6g.

Page 2-3: Supplementary Figure 2: Images of unprocessed blots used for the Extended Data Fig. 11a.

Page 4: Supplementary Table1: Patient information

Page 5: Supplementary Table2: List of primer sequences for the CRISPR/Cas9 studies.

Page 6-7: Supplementary Table3: List of antibodies used for the various experiments.

Page 8: Supplementary Table 4. List of primer sequences for RTqPCR.

Page 9: Supplementary Table 5. List of parameters employed in the computational model.

Page 10-14: Supplementary Methods

Supplementary Figure 1: Images of unprocessed blots used for the Extended data Fig. 6g
Samples were run on the different gels.

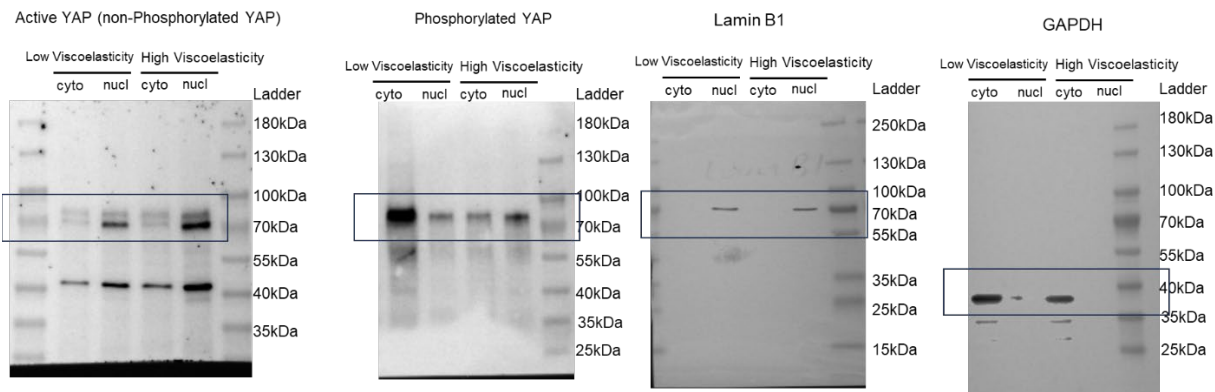

Supplementary Figure 2: Images of unprocessed blots used for the Extended data Fig. 11a
Samples were run on the different gels.

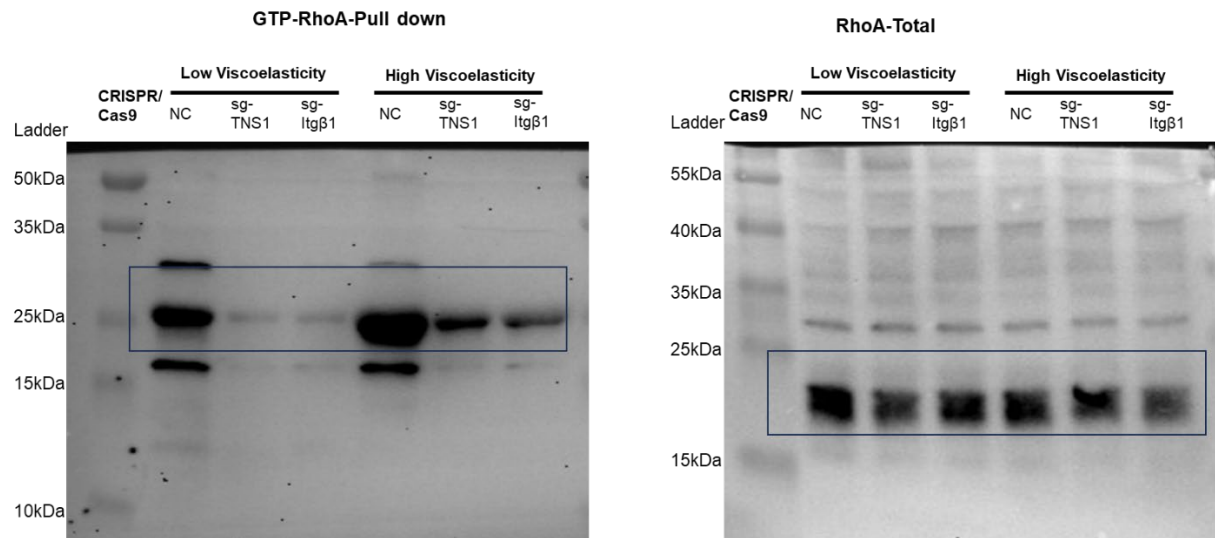

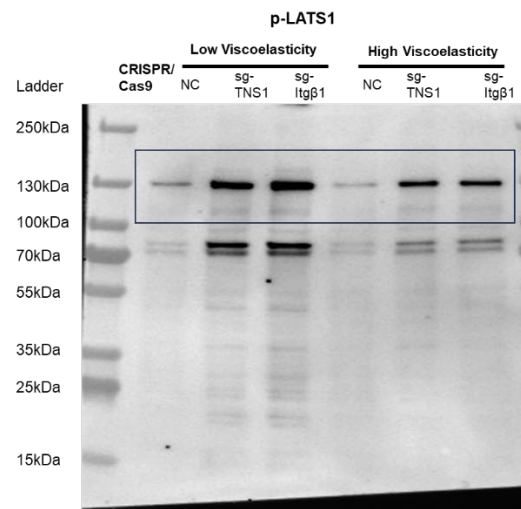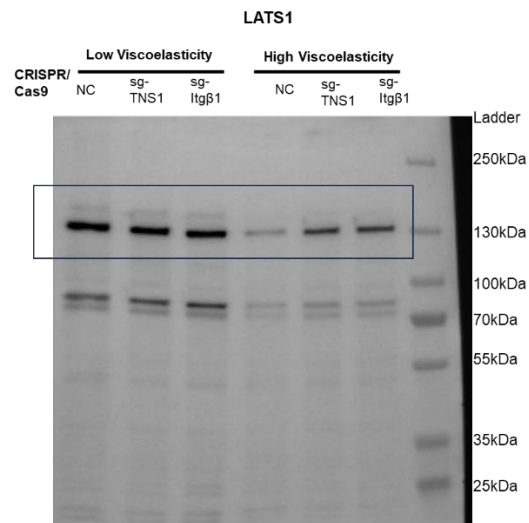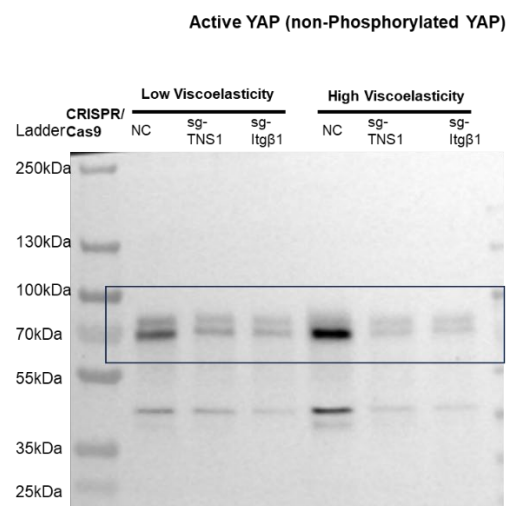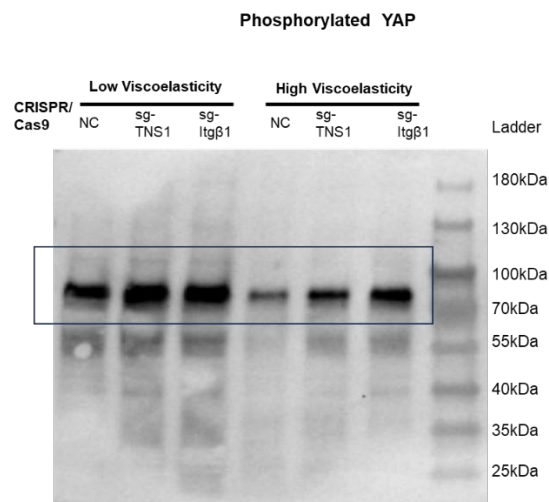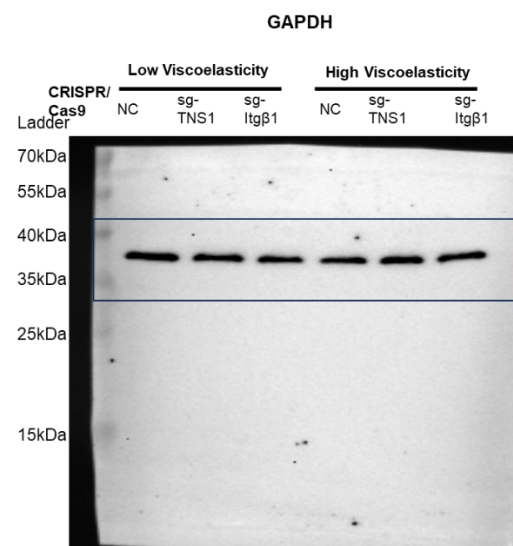

Table 1. Patient information

Table 2. List of primer sequences for the CRISPR/Cas9 studies.

Table 3. List of antibodies used for various experiments

Table 4. List of primer sequences for RTqPCR.

Table 5. List of parameters employed in the computational model.

Supplementary Methods for Simulation Modeling

Brownian dynamics based on the Langevin equation

The displacements of the cylindrical elements at each step are governed by the Langevin equation with negligence of inertia:

$$\mathbf{F}_i - \zeta_i \frac{d\mathbf{r}_i}{dt} + \mathbf{F}_i^T = 0 \quad (\text{S1})$$

where $\mathbf{r}_i$ indicates the position of the i th element, ζ_i is a drag coefficient, $\mathbf{F}_i$ is a deterministic force, and t is time. The stochastic force $\mathbf{F}_i^T$ satisfies the fluctuation-dissipation theorem ¹:

$$\langle \mathbf{F}_i^T(t) \mathbf{F}_j^T(t) \rangle = \frac{2k_B T \zeta_i \delta_{ij}}{\Delta t} \boldsymbol{\delta} \quad (\text{S2})$$

where δ_{ij} is the Kronecker delta, $\boldsymbol{\delta}$ is a second-order tensor, and Δt is a time step.

The drag coefficients are calculated using an approximated form for a cylindrical object ²:

$$\zeta_i = 3\pi\mu r_{c,i} \frac{3 + 2r_{0,i} / r_{c,i}}{5} \quad (\text{S3})$$

where μ is the viscosity of a surrounding medium, and $r_{0,i}$ and $r_{c,i}$ are the length and diameter of an element, respectively. To update the positions of all cylindrical elements at each time step, we use the Euler integration scheme:

$$\mathbf{r}_i(t + \Delta t) = \mathbf{r}_i(t) + \frac{d\mathbf{r}_i}{dt} \Delta t = \mathbf{r}_i(t) + \frac{1}{\zeta_i} (\mathbf{F}_i + \mathbf{F}_i^T) \Delta t \quad (\text{S4})$$

Deterministic forces

Deterministic forces include extensional and bending forces that maintain equilibrium lengths and equilibrium angles as well as repulsive forces accounting for volume-exclusion effects

between cylindrical elements that represent fibrils. Extensional and bending forces for fibrils, bundlers, and cross-linkers originate from harmonic potentials:

$$U_s = \frac{1}{2} \kappa_s (r - r_0)^2 \quad (S5)$$

$$U_b = \frac{1}{2} \kappa_b (\theta - \theta_0)^2 \quad (S6)$$

where κ_s and κ_b are extensional and bending stiffnesses, r and r_0 are the instantaneous and equilibrium lengths of cylindrical elements, and θ and θ_0 are instantaneous and equilibrium angles formed by interconnected elements.

Simplified geometry and mechanics of matrix elements

Fibrils are comprised of serially connected cylindrical segments. The equilibrium length of fibril elements ($r_{0,f} = 0.5 \mu\text{m}$) and an equilibrium angle formed by two adjacent fibril elements ($\theta_{0,f} = 0 \text{ rad}$) are maintained by extensional ($\kappa_{s,f}$) and bending stiffnesses ($\kappa_{b,f}$) of fibrils, respectively. The value of $\kappa_{b,f}$ used in the model corresponds to the persistence length of $\sim 20 \mu\text{m}$. Bundlers consist of two cylindrical arm segments. The equilibrium length of a bundler arm ($r_{0,bu} = 20 \text{ nm}$) is maintained by extensional stiffness ($\kappa_{s,bu}$). An equilibrium angle between two arms of each bundler ($\theta_{0,bu,1} = 0 \text{ rad}$) is maintained by bending stiffness ($\kappa_{b,bu,1}$). An equilibrium angle between two fibrils connected by bundlers ($\theta_{0,bu,2}$) is maintained by additional bending stiffness ($\kappa_{b,bu,2}$). Cross-linkers also consist of two cylindrical arm segments. The equilibrium length of a cross-linker arm ($r_{0,xl} = 20 \text{ nm}$) is maintained by extensional stiffness ($\kappa_{s,xl}$), and an equilibrium angle formed by two arms of each cross-linker ($\theta_{0,xl} = 0 \text{ rad}$) is maintained by bending stiffness ($\kappa_{b,xl}$). Forces exerted on fibril elements by bundlers or cross-linkers are distributed onto two nodes located at the ends of the fibril element.

Repulsive forces between fibrils prevent the fibrils from passing through each other. A minimum distance between two cylindrical elements, r_r , is computed, and the repulsive force originates from the following harmonic potential ($U_{r,f}$):

$$U_{r,f} = \begin{cases} \frac{1}{2} \kappa_{r,f} (r_r - r_{0,r})^2 & \text{if } r_r < r_{0,r} \\ 0 & \text{if } r_r \geq r_{0,r} \end{cases} \quad (S7)$$

where $\kappa_{r,f}$ is the strength of repulsive force, and $r_{0,r}$ is a critical distance.

Dynamics of fibrils, bundlers, and cross-linkers

Nucleation of seed fibrils takes place via appearance of one cylindrical segment in random positions. It is quickly elongated in one direction up to either 3 μm or 5 μm via addition of segments. Depolymerization of fibrils is not considered.

Arms of bundlers irreversibly bind to binding sites located every 50 nm on fibril elements. One of the bundler arms rapidly binds to the end or mid of fibrils at a rate, $k_{+,xl}$. The part of the mother fibril where the bundler arms can bind is specified by two boundaries, b_1 and b_2 , between 0 and 1 (**Extended Data Fig. 5c**). Then, a daughter fibril is instantaneously nucleated on the other arm via appearance of one segment with a given angle relative to the mother fibril, followed by elongation of the daughter fibril up to 3 μm or 5 μm . The length of bundles is controlled by varying b_1 and b_2 . For example, longer bundles are formed if a bundler can bind to one end of mother fibrils (i.e., large b_1 and b_2). By contrast, shorter bundles are formed if a bundler can bind only to either the other end of mother fibrils ($b_1 = b_2 = 0$) or part close to the other end (i.e., small b_1 and b_2). The angle between mother and daughter fibrils determines a bundle shape. If the angle is zero,

fibrils in bundles are parallel to each other, leading to formation of tight bundles, whereas larger angles result in loose bundles with splaying fibrils.

Arms of cross-linkers also bind to binding sites located every 50 nm on fibril elements at a rate, $k_{+,xl}$, without preference of contact angle. Cross-linker arms also unbind from fibers at a force-dependent rate, $k_{-,xl}$, determined by Bell's law ⁴⁵:

$$k_{-,xl} = \begin{cases} k_{-,xl}^0 \exp\left(\frac{F_{s,xl} x_{-,xl}}{k_B T}\right) & \text{if } r \geq r_{0,xl} \\ k_{-,xl}^0 & \text{if } r < r_{0,xl} \end{cases} \quad (S8)$$

Where $k_{-,xl}^0$ is a zero-force unbinding rate constant, $x_{-,xl}$ represents sensitivity to the magnitude of an applied spring force ($F_{s,xl}$), $r_{0,xl}$ is the equilibrium length of a cross-linker element, and $k_B T$ is thermal energy. The values of $k_{-,xl}^0$ ($= 10^{-6} \text{ s}^{-1}$) and $x_{-,xl}$ ($= 4.0 \times 10^{-10} \text{ m}$) are determined by benchmarking *in-vitro* experimental results as shown in our previous study ⁴⁶.

Matrix assembly and bulk rheology

The computational domain is rectangular with $20 \times 20 \times 5 \text{ }\mu\text{m}$ in x, y, and z directions. A periodic boundary condition exists only in x and z directions. First, fibrils are assembled with or without bundlers. Some of the fibrils are permanently bound to two boundaries normal to the y direction (i.e., +y boundary located at $y = 20 \text{ }\mu\text{m}$ and – y boundary located at $y = 0 \text{ }\mu\text{m}$) during the formation of individual fibrils or bundles. After completion of fibril/bundle assembly, a large number of cross-linkers are added to connect fibrils or bundles into a matrix. Then, without cross-linker unbinding, 20% shear strain is applied to the +y boundary in the +x direction to mimic bulk rheology, whereas the -y boundary is fixed. After reaching the 20% strain, the strain is held at a constant level for 10 s without cross-linker unbinding to relax initial excessive stress originating

from drag forces. Then, cross-linker unbinding is activated to measure stress relaxation. Stress at each time point is calculated by summing all forces acting on the +y boundary in the x direction and then dividing the sum by the area of the boundary.

# Supplementary material for: Matrix viscoelasticity promotes liver cancer progression in the pre-cirrhotic liver
**Source:** Nature. 2024 Jan 31;626(7999):635–42. doi: 10.1038/s41586-023-06991-9
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Histology and Immunohistochemistry Images were scanned with Leica Aperio AT2 System. High resolution IFC images were obtained by the ZEISS Airyscan2 LSM980 microscope. AFM Data analyses were performed using the Hertz model in NanoScope Analysis V1.9, and Mountains SPIP v.9. Rheometry was carried out on an ARES-G2 rheometer (TA instruments) by using TA TRIOS software V5.1.1 (TA instruments). Second Harmonic Generation images and fluorescent images were obtained using Leica TCS SP8, multi-photon Leica Stellaris 8 DIVE upright Confocal, and ZEISS Airyscan2 LSM980. Immunoblotting images were collected using the Invitrogen iBright Imaging Systems (Thermo Fisher Scientific - US). RNA-seq data were collected on an Illumina NovaSeq 6000 Sequencing with paired-end 150bp reads.

Data analysis

The AFM data and Second Harmonic Generation images were analyzed using Mountains SPIP v.9, CT Fire software (V2.0 beta), and NIH Image J software (Version 1.53t). Immunoblotting images were analyzed using iBright Analysis Software (Version 5.2.1). Statistical analyses were performed using Graphpad Prism (GraphPad Software, version 10). For RNA-seq analysis, Gencode gene annotations version M18, GRCm38 (<https://www.gencodegenes.org/>), Dropseq tools v1.1249, R v3.4.4., Limma v3.40.650 were used. GSEA was conducted with the pre-ranked GSEA method within the KEGG databases with the online tool g:Profiler (<https://biit.cs.ut.ee/gprofiler/gost>). RNA-seq Heatmaps and unsupervised hierarchical clustering was performed with g:Profiler (<https://biit.cs.ut.ee/gprofiler/gost>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

We do not have any restrictions on data availability. All data generated during this study, are included in the article and the supplementary information files. The mouse reference genome major release GRCm38 are available from <https://www.gencodegenes.org/>. RNA-seq data are available under the accession number GSE245016. Codes used in the study are available at <https://github.com/ktyman2/liverCancer.git>

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

We have obtained de-identified liver samples and studied them from 9 female and 11 male adult patients. Acquisition was according to the BRISQ Guidelines, and liver resection specimens that were stored at -80C or available fresh (for rheometry analyses) were studied.

Population characteristics

MASH patients (age between 30 to 80) with no HBV/HCV/HIV infection and no history of heavy alcohol drinking. Histology was evaluated for necroinflammation, hepatocellular ballooning, ductular reaction, and fibrosis by a hepato-pathologist in a blinded fashion, and NAS scores were provided.

Recruitment

Human liver samples were obtained from Stanford Diabetes Research Center (SDRC), Donor Network West (DNW), Stanford Tissue Bank, and the Clinical Biospecimen Repository and Processing Core (CBRPC) of the Pittsburgh Liver Research Center (PLRC). No identifying information was available.

Ethics oversight

All human samples were de-identified and exempted (Exemption 4). This was approved by Stanford University Institutional Review Board (IRB, #67378) and Pittsburgh Liver Research Center Review Board.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size was determined by pilot experiments and resource availability.

Data exclusions

We have not performed any data exclusion.

Replication

All findings have been replicated with more than 3 biological repeats, and methods. The key findings were verified independently by other individuals.

Randomization

Mice in each independent experiment, as well as the experimental groups were age-matched. Mice were randomly distributed into each group ensuring similar age and body weight in each group. For in vitro experiments, cells and hydrogels were grouped randomly for treatment or test.

Blinding

Blinding was widely used in the study. The images were scored by at least two individuals who were blinded for the group information. Measurements of transformed foci were confirmed by a second person who was also blinded for the information on the experimental group. Investigators were blinded to allocation during experiments and outcome assessments, and data was collected and analyzed in a blinded fashion.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Myc Santa Cruz , #sc-40 IHC, 1:200
 Glutamine Synthetase (GS) Santa Cruz, #sc-74430 IHC, 1:200
 Tensin 1 (TNS1) Sigma-Aldrich, #SAB4200283 IF, 1:200; PLA, 1:100
 Integrin β 1 blocking (Itgb1) Abcam, #ab24693 Cell culture, 1:100
 Active Integrin β 1 (12G10) Abcam, # ab30394 IF, 1:200; PLA, 1:100
 Active (non-phosphorylated) Yap Abcam, # ab 205270 IF, 1:200; WB, 1:1000
 MT1-MMP (MMP14) Abcam, # ab 51074 IF, 1:200
 Phospho-Myosin Light Chain 2 (Ser19) Cell Signaling Technology, # 95777 IF, 1:200
 phosphorylated Yap (Ser127) Cell Signaling Technology, #4911 WB, 1:1000
 GAPDH Santa Cruz, # sc-365062 WB, 1:10,00
 LATS1 Cell Signaling Technology, # 3477 WB, 1:10,00
 Phospho-LATS1 (Thr1079) Cell Signaling Technology, # 8654 WB, 1:10,00

Secondary Antibodies

HRP Goat α -Rabbit Abcam, #ab6721 WB, 1:5000
 Alexa Fluor 488 Chicken α -Rabbit Invitrogen, #A21441 IF, 1:500
 Alexa Fluor 555 Goat α -Mouse Invitrogen, #A21422 IF, 1:500
 Alexa Fluor 555 Donkey α -Rabbit Invitrogen, #A31572 IF, 1:500
 Biotinylated Goat α -Mouse Vector Lab, #BA-9200 IHC, 1:500

Validation

Myc <https://www.scbt.com/p/c-myc-antibody-9e10>
 Glutamine Synthetase (GS) <https://www.scbt.com/p/gl-syn-antibody-e-4>
 Tensin 1 (TNS1) <https://www.sigmaaldrich.com/US/en/product/sigma/sab4200283>
 Integrin β 1 blocking (Itgb1) <https://www.abcam.com/integrin-beta-1-antibody-p5d2-ab24693.html>
 Active Integrin β 1 (12G10) <https://www.abcam.com/products/primary-antibodies/integrin-beta-1-antibody-12g10-ab30394.html>
 Active (non-phosphorylated) Yap <https://www.abcam.com/products/primary-antibodies/active-yap1-antibody-epr19812-ab205270.html>
 MT1-MMP (MMP14) <https://www.abcam.com/products/primary-antibodies/mmp14-antibody-ep1264y-ab51074.html>
 Phospho-Myosin Light Chain 2 (Ser19) <https://www.cellsignal.com/products/primary-antibodies/phospho-myosin-light-chain-2-thr18-ser19-e2j8f-rabbit-mab/95777>
 phosphorylated Yap (Ser127) https://www.cellsignal.com/products/primary-antibodies/phospho-yap-ser127-antibody/4911?site-search-type=Products&N=4294956287&Ntt=%234911&fromPage=plp&_requestid=538663
 GAPDH https://www.scbt.com/p/gapdh-antibody-g-9?gclid=Cj0KCQjwnf-kBhCnARIsAFIgl490L7314d4A25tXUFjzFpS2TOuYoCeZvaUwYZ_Qixt_PgNhvTkFXH_AaAhL5EALw_wcB
 LATS1 https://www.cellsignal.com/products/primary-antibodies/lats1-c66b5-rabbit-mab/3477?site-search-type=Products&N=4294956287&Ntt=%23+3477+&fromPage=plp&_requestid=538731
 Phospho-LATS1 (Thr1079) https://www.cellsignal.com/products/primary-antibodies/phospho-lats1-thr1079-d57d3-rabbit-mab/8654?site-search-type=Products&N=4294956287&Ntt=8654+&fromPage=plp&_requestid=538760
 Secondary Antibodies:
 HRP Goat α -Rabbit Abcam, #ab6721 <https://www.abcam.com/products/secondary-antibodies/goat-rabbit-igg-hl-hrp-ab6721.html>
 Alexa Fluor 488 Chicken α -Rabbit Invitrogen, #A21441 <https://www.thermofisher.com/antibody/product/Chicken-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21441>
 Alexa Fluor 555 Goat α -Mouse Invitrogen, #A21422 <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21422>
 Alexa Fluor 555 Donkey α -Rabbit Invitrogen, #A31572 <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-31572>
 Biotinylated Goat α -Mouse Vector Lab, #BA-9200 <https://vectorlabs.com/products/biotinylated-goat-anti-mouse-igg/>

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	Huh7 cell line was from the Sarnow lab (Stanford), and Hep3B cells were purchased from ATCC.
Authentication	Validation was performed by STR profiling using ATCC cell authentication service (ASN-0002-2022).
Mycoplasma contamination	Routine testing for mycoplasma was conducted by MycoAlert™ Mycoplasma Detection Kits (Lonza, 75870-454). All cells tested negative for mycoplasma.
Commonly misidentified lines (See ICLAC register)	No commonly misidentified cell lines were used.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	All studies were approved by the Stanford APLAC or Palo Alto VA, and were strictly following the ARRIVE Guidelines. Wild type C57BL/6J (WT) 8- to 10-week-old male mice were purchased from the Jackson Laboratory. RAGEfl/fl mice on a C57B6 background were gifted by Dr. B. Arnold from German Cancer Research Center, Heidelberg, Germany. RAGEHepKO mice were generated by crossing RAGEfl/fl mice with Albumin-cre mice (the Jackson Laboratory) for several generations. Eight- to 10-week-old male RAGEfl/fl mice and RAGEHepKO mice were used. To generate hepatocyte transgenic AGER1 mice, WT mice were injected with adeno-associated virus 8 (AAV8)-control green fluorescent protein (AAV8-control) or AAV8-thyroxine-binding globulin-AGER1 recombinase (AAV8-AGER1) (5x10¹¹ genome copies, Vector BioLabs) at week 6th of feeding. To knockdown TNS1, mice were injected with CRISPR/Cas9-based vector linking two sgRNAs targeting TNS1 exon 1 and exon 7 (pX333-TNS1, 50 µg) or negative control vector (empty pX333, 50 µg), by hydrodynamic tail vein injection at the beginning of the 8th week of chow or HiAD feeding at the same time as with hMet, s45y-mutant- β-catenin, and SB. All mice used were on the same background and kept in the same facility. Mice were maintained at macroenvironmental temperature and humidity ranges of 17.8 to 26.1 °C and 30% to 70%. Mice were housed in standard cages with 12:12 hour light/dark cycles and ad libitum access to water and food unless otherwise indicated.
Wild animals	This study did not involve wild animals.
Reporting on sex	Only male mice were used.
Field-collected samples	This study did not involve samples collected in the field.
Ethics oversight	All animal experiments were conducted according to the experimental procedures approved by the Institutional Animal Care and Use Committee at Stanford University and Palo Alto VA. (APLAC #33374)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

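Bulk liver RNA-seq was available for 14 libraries in 5 groups of male mice: chow, FFD, HiAD, HiAD with PM, and HiAD in mice labelled RageHepKO. Each group had 3 libraries, except HiAD + PM with 2. The libraries were mapped to their groups by the sample names, and 0 columns of the table were left unmapped. Chow and HiAD share the replicate numbers 1 to 3 under other letters, and 1 library each of HiAD + PM and of RageHepKO share a number. No source used here says that a number ties mice together, and the libraries were not paired.

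The values deposited by the authors were analysed as FPKM. The table is named as raw counts, which the values go against, since they are not whole numbers and come close to a constant sum once multiplied by exon length. The unit was inferred from this, and no other source used here names it. The authors describe reads mapped to GRCm38 with Dropseq tools, a UMI-filtered count matrix, limma and voom with sample weights, and a threshold of P under 0.05. The software that made FPKM of the counts before they were deposited is not given in the sources used here. The choice of tests was written for counts, which the deposited table does not hold, so limma on log2 values took the place of the planned count models. Exon lengths, positions and GC content came from GENCODE annotations of GRCm38.

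Of 55583 entries, 27 named by a date and 129 identical repeats were removed. The trimmed mean of log ratios left out 30% of the genes at each end. Genes with a scaled FPKM of at least 1 in at least 2 libraries were kept. The tests ran on log2 of scaled FPKM plus a pseudocount of 1. They used limma with a mean-variance trend and robust estimates of the spread, a fit of 5 group means to all 14 libraries and 6 contrasts, and Benjamini-Hochberg adjustment over the genes of a contrast. Read depth is unknown, so that the precision of a value rests on the spread between mice.

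Of 38 gene lists, 26 cover pathways, 11 cover cell types and 1 holds the heat map genes of the study. The pathway lists cover YAP and Hippo genes, the molecular clutch, matrix, fibrosis, AGE receptors, drug, retinol, bile acid, lipid, cholesterol and glucose metabolism, the unfolded protein response, NRF2 targets, inflammation, the acute phase, interferon, the cell cycle, liver cancer, zonation, the clock, immediate early genes and sex-biased genes. The lists were written by hand. Lists with at least 2 tested genes, 36 in all, were tested by camera with trend.var and a preset correlation of 0.01, by camera with an estimated correlation and by fry, adjusted over the lists of a contrast. The lists for pancreas and muscle had 1 tested gene each and were not tested. Single genes of the heat map were compared by an exact permutation test over the 364 splits of the 14 libraries into 3 and 11. Enrichment used a one-sided Fisher's exact test.

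The genes named were set by a rule. It takes every gene the paper names for these data. It takes the 10 higher and 10 lower genes of each contrast with the largest changes that passed without overlap between the groups. It takes up to 4 members of a list with the smallest p. The planned minimum of expression in that rule was set for counts and was replaced by the same minimum on the log2 scale used here. Members named where a count is 5 or fewer, Gm28438, H2-Bl, H2-Q1, Xist, Ddx3y, mt-Co2, mt-Atp8, mt-Atp6, mt-Co3, mt-Nd4, Acp1 and Hmga1b were chosen after their values were seen. Some results for single genes under this rule are not reported here.

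The tests were run first on simulated data with 12110 genes, 100 of them changed at each size. For HiAD against FFD 32% of changes of 1 on the log2 scale and 90% of changes of 2 were recovered, with 5 false calls. For HiAD against chow it was 40% and 91%, with 7 false calls. For PM it was 29% and 72%, with 5. For the libraries labelled RageHepKO it was 31% and 80%, with 4. For FFD against chow it was 33% and 83%, with 6. Of 200 random lists of 39 genes, 1% had an unadjusted p under 0.05 in HiAD against FFD. The simulated genes were independent of each other, so that this share does not cover lists whose genes move together. To see what shared HiAD libraries bring about, 100 sets of groups without changes were simulated.

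Set before the data were examined were 22 kinds of alternative, among them no filter, other thresholds, fits of the compared groups alone, leaving out each library in turn and other list tests. After the data were seen 10 more were added: other scalings, pseudocounts of 0.1 and 0.5, a filter on the mean, sample quality weights, a fit without the libraries labelled RageHepKO, and a fit of chow and HiAD with the replicate number as a block. Trends on exon length and GC content were removed with a span of 0.3. Protein, RT-qPCR, imaging and mechanical data were not analysed here. R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.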

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

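The tests of the mitochondrial genes and of the sex-biased genes were chosen only after the results were seen, and those of the genes that differ in the libraries labelled RageHepKO before. The paper's methods describe t-tests between all groups. Apart from Ager and the count of genes that differ in the libraries labelled RageHepKO, the results below are signals in genes outside those that the paper discusses for these libraries.

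Relative to mt-Nd4, the lowest HiAD or RageHepKO library stood above the highest other library 118 times at mt-Tg, 12.9 times at mt-Nd3 and 8.38 times at mt-Tr. The tables argue against a different assignment of shared reads at the mitochondrial genes, since mt-Co2, mt-Atp8, mt-Atp6 and mt-Co3, which have the same copy on chromosome 1, had ratios of 1.2, 1.58, 1.21 and 2.35 with a median of 1.39, while at nuclear copies it stays open, with Eno1b at most 0.473 in HiAD libraries, 0 in RA19 and at least 30.3 elsewhere, RA20 and RA21 included, and Hmga1b at most 0.0725, 0 and at least 3.17. The HiAD cannot be told apart from lineage here, since the libraries that stand apart are those of mice on the HiAD without PM, and the PM libraries, at most 0.119 of the lowest HiAD library, do not exclude an effect of the diet that PM undoes. A candidate explanation is a variant in the mitochondrial genome of a strain or maternal lineage, which would part these genes from the others in every library, as the smallest ratio of 8.38 does, and Gm28438 on chromosome 1 was at most 49.3 where these genes were high and at least 76.5 elsewhere. If so, lineage runs together with the comparisons of HiAD with FFD, chow and PM, and what it adds to them was not tested. Acp1, on chromosome 12, parted the libraries in the same way. It was 23.3 to 32.1 in the HiAD libraries and those labelled RageHepKO and 1.58 to 4.41 in the others. A variant in the mitochondrial genome alone would not account for that gene.

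Sex-biased liver genes had a list median of -3.31 in HiAD against FFD and 4.24 with PM against HiAD, and of 15 male-biased genes lower on the HiAD, 15 were higher with PM and 14 in the libraries labelled RageHepKO, where independent calls within the list would give 11.1 and 11.7 and part of the excess may come from the HiAD libraries, which enter every comparison. The tables argue against female mice, with Xist at most 0.00965 and Ddx3y at least 12.8 in HiAD libraries, and against lost copies of the Mup and Serpina1 families, since the 9 members outside them had a median of -3.14. They argue against less hepatocyte RNA, with a hepatocyte median of -0.0203 (SD 0.533) where the male-biased genes had -4.32 (SD 2.44). They argue against the lineage marked by the mitochondrial genes as the only cause. The male-biased genes lower on the HiAD were higher by a median of 4.52 in the libraries labelled RageHepKO (3.35 over the whole list), which share the mark. Those libraries also differ in genotype as labelled, so that an effect of this lineage that is undone there is not excluded. The female-biased gene Cyp2a4 went with the mark. Its mean scaled FPKM was 14.4 on the HiAD and 126 in the libraries labelled RageHepKO, against 0.637 on chow, 0.128 on the FFD and 0.26 with PM. An effect of AGEs on sex-biased expression stays open as a hypothesis that was not tested, and so do growth hormone, feeding, the time of sampling and a strain or lineage particular to the HiAD mice, in which H2-Bl was at most 0.0771 (at least 2.59 in every other library) and H2-Q1 at least 10.8 (at most 3.66).

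In the libraries labelled RageHepKO 4044 genes passed against HiAD by limma. Leaving out library RA19 gave 3572. Leaving out mitochondrial genes gave 4015, but the trimmed scaling already keeps these genes from moving the others. That count therefore cannot weigh the mitochondrial share as a cause. Removing a trend on exon length gave 3864 (4011 before, over 12010 genes, rho -0.0114), and removing a trend on GC content gave 3989 (4016 before, over 12034 genes, rho -0.00475). The tables thus argue against exon length, GC content and library RA19, each as the whole cause. The genotype as labelled stays open as an untested explanation, and so does whatever raised the mitochondrial share. A strain or lineage particular to the HiAD mice was not tested either. H2-Bl was at most 0.0771 in the HiAD libraries and at least 2.59 in those labelled RageHepKO, and H2-Q1 at least 10.8 and at most 2.62. The handling and quality of the tissue, which the labels do not describe, stay open too.

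Ager was higher by 0.917 on the log2 scale in the libraries labelled RageHepKO than in HiAD (adjusted p = 0.0336 from limma), and the call was lost without a filter, in a fit of these groups alone, and without HiAD B1, B2 or B3, RA20 or RA21, up to an adjusted p of 0.114 from limma. Which exons are floxed is not given in the sources used here, and liver cells other than hepatocytes would keep the gene. The level of the whole gene therefore does not settle the deletion. Cholangiocyte markers had medians of 0.943 in HiAD against FFD and -1.04 with PM. Pericentral genes had medians of -0.559 in HiAD against FFD and 0.558 with PM. Genes of the unfolded protein response had a median of 1.04 with PM.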

How the results depend on the processing

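The alternatives for scaling, pseudocount, mean filter, sample quality weights, the fit without the libraries labelled RageHepKO and the replicate block were chosen after the data were seen. DESeq2, voom, edgeR with RLE factors, its exactTest and a filter on mean CPM, which were to be tried, were not run, since the values are not counts. Chow and HiAD share the replicate numbers 1 to 3 under other letters. Deviations from the group means had correlations of 0.0359, -0.0868 and -0.0537 across 12110 genes for numbers 1, 2 and 3. Libraries of the same number thus did not deviate together, and not every library correlated best with its own number (chow R1 with HiAD B2, 0.143). This cannot show whether the mice were matched in some other way. With a replicate block in a fit of these groups alone, limma called 28 genes higher and 35 lower, and Tns1 had an adjusted p of 0.217 from limma. Of 144 named gene results in that fit, 87 stayed the same and 57 were weaker. The test for outlying samples does not apply to groups of 2 or 3. Where a result changed, the cause was not tested. Read depth is unknown, so what it limits was not measured.

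Under an estimated correlation between genes, several list results by camera in limma lost their calls, while the YAP signature and the Hippo list kept theirs in HiAD against chow (adjusted p = 0.0396 and 0.0399) and against the other groups (0.0361 and 0.0361), and the 22 targets against chow (0.0443). The adjusted p became 0.0831 for the YAP signature in HiAD against FFD, 0.055 with PM, 0.171 in the libraries labelled RageHepKO and 0.554 in FFD against chow. For the Hippo list it became 0.0793, 0.203 and 0.106 in HiAD against FFD, with PM and in the libraries labelled RageHepKO. For the 22 targets it became 0.146 in HiAD against FFD and 0.1 in HiAD against the other groups. Of the other lists, those that passed went from 16 to 2 in HiAD against FFD, from 13 to 3 against chow, from 14 to 2 against the other groups, from 14 to 3 with PM, from 8 to 0 in the libraries labelled RageHepKO and from 9 to 0 in FFD against chow. By fry the 22 targets passed with PM (adjusted p = 0.0142) and in the libraries labelled RageHepKO (adjusted p = 0.00164), the signature in FFD against chow did not (adjusted p = 0.364, with limma's fry), and the other lists that passed numbered 16 in the libraries labelled RageHepKO and 0 in FFD against chow. The signature in FFD against chow was also lost on FPKM as deposited (adjusted p = 0.102 by camera in limma) and without the libraries labelled RageHepKO (adjusted p = 0.101 by camera in limma). The 22 targets in HiAD against FFD were lost with a pseudocount of 0.1 (adjusted p = 0.0528 by camera in limma), and with quality weights they passed in the libraries labelled RageHepKO (adjusted p = 0.0298 by camera in limma). Without its 2 cell cycle genes the signature kept its call in HiAD against FFD, and the Hippo list among genes that differ had p = 0.163 by the exact test at an adjusted p under 0.05.

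Counts by limma moved with the threshold, the filter, the fit and the weights. At an unadjusted p under 0.05, genes higher and lower numbered 1057 and 907 in HiAD against FFD, 1308 and 1114 against chow, 1847 and 1638 against the other groups, 1241 and 1188 with PM, and 578 and 640 in FFD against chow. With quality weights they were 631 and 508, 1269 and 1111, 1733 and 1442, 1575 and 1534, and 204 and 332 in the same order. In fits of the compared groups alone they were 314 and 281 in HiAD against FFD, 109 and 100 against chow, 749 and 630 with PM, 1176 and 1395 in the libraries labelled RageHepKO, with 4 lower in FFD against chow. With an absolute log2 fold change of at least 1 they were 272 and 267 in HiAD against the other groups, 1030 and 1037 in the libraries labelled RageHepKO, and 196 higher against chow. Without a filter, genes lower numbered 93 in HiAD against FFD (164 higher), 139 against chow and 401 against the other groups. On FPKM as deposited, which shifts the median of all genes by -0.257 in the libraries labelled RageHepKO and by 0.131 in FFD against chow, they were 952 and 3371 in the first and 10 and 9 in the second, 519 and 177 in HiAD against chow and 1103 and 516 against the other groups. In FFD against chow genes lower numbered 2 with a pseudocount of 0.1, 4 with 0.5 and 4 with the mean filter, and without the libraries labelled RageHepKO 6 were higher and 14 lower. In HiAD against chow 392 were lower without those libraries.

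Tns1 was higher in HiAD against FFD under every alternative run, with an adjusted p of 0.000135 to 0.0212 from limma, the highest without FFD R28. Its call against chow was lost in the fit of these groups alone (adjusted p = 0.085 from limma), and its call with PM without a filter (adjusted p = 0.0707 from limma) and with a pseudocount of 0.1 or 0.5 (adjusted p = 0.0785 and 0.0581 from limma). Of 13474 checks of named genes set before, 12439 gave the same call, 882 were weaker, 130 stronger and 23 moved, and 0 reversed. Of 7439 added later, 7114 gave the same call, 140 were weaker, 168 stronger and 17 moved, and 0 reversed.

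With each library left out in turn, a group of 2 keeps a lone library that is assumed to vary like the others. Genes higher by limma numbered 75 to 308 in HiAD against FFD, 128 to 516 against chow, 297 to 1297 against the other groups, 71 to 532 with PM, 1247 to 2065 in the libraries labelled RageHepKO and 1 to 9 in FFD against chow. Genes lower by limma numbered 71 to 249 in HiAD against FFD, 88 to 381 against chow, 220 to 988 against the other groups, 61 to 498 with PM, 1518 to 2431 in the libraries labelled RageHepKO and 1 to 15 in FFD against chow. The adjusted p by camera in limma of the YAP signature ran from 3.08e-05 to 0.00621 in HiAD against FFD, 2.06e-08 to 8.69e-06 against chow, 8.42e-07 to 0.000105 against the other groups, 1.13e-05 to 0.000324 with PM, 5e-04 to 0.00288 in the libraries labelled RageHepKO and 0.0162 to 0.179 in FFD against chow. The adjusted p by camera in limma of the Hippo list ran from 9.79e-05 to 0.00242 in HiAD against FFD, 3.34e-06 to 6.97e-05 against chow, 4.46e-06 to 0.000105 against the other groups, 0.00374 to 0.0418 with PM, 3.66e-05 to 0.000509 in the libraries labelled RageHepKO and 0.132 to 0.488 in FFD against chow. The adjusted p by camera in limma of the 22 targets ran from 0.0244 to 0.0771 in HiAD against FFD, 0.000888 to 0.00844 against chow, 0.00872 to 0.0397 against the other groups, 0.0718 to 0.15 with PM, 0.0306 to 0.192 in the libraries labelled RageHepKO and 0.245 to 0.558 in FFD against chow. That of Tns1 by limma ran from 0.000839 to 0.0212 in HiAD against FFD, 0.00825 to 0.103 against chow, 0.000353 to 0.0151 against the other groups, 0.0144 to 0.354 with PM, 0.000973 to 0.00891 in the libraries labelled RageHepKO and 0.239 to 0.818 in FFD against chow. The exact test of the Hippo list among genes that differ ran from 0.000184 to 0.122. Other lists that passed numbered 13 to 19 in HiAD against FFD, 11 to 14 against chow, 12 to 15 against the other groups, 12 to 15 with PM, 7 to 12 in the libraries labelled RageHepKO and 8 to 13 in FFD against chow.

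The libraries named next lost or gained a call, or moved a count by over 1.5 times, when left out. Genes higher moved without chow R2, HiAD B1, B2 or B3 or any FFD library in HiAD against FFD, without any chow or HiAD library against chow, and without chow R2, any HiAD library or PM R19 against the other groups. They moved without HiAD B1 or B3 or either PM library with PM, without HiAD B3 in the libraries labelled RageHepKO, and without chow R1, HiAD B3, RA19 or RA21 in FFD against chow. Genes lower moved without HiAD B1 or B3 or FFD R28 or R31 in HiAD against FFD, without chow R2 or R3, HiAD B1 or B3 or RA19 against chow, and without any HiAD library or PM R19 against the other groups. They moved without any HiAD or PM library with PM, and without chow R2, RA19, RA20 or any HiAD or FFD library in FFD against chow. The 22 targets changed without HiAD B2, RA19 or FFD R28 in HiAD against FFD and without RA19 in the libraries labelled RageHepKO. The YAP signature in FFD against chow changed without chow R1, RA19, RA20, FFD R31 or either PM library. The Hippo list among genes that differ changed without HiAD B3 or FFD R28. Tns1 changed without chow R1 or R3 or any HiAD library against chow, and with PM without these, any FFD library or either PM library.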

Differences from the paper's values

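The enrichment of KEGG terms in Extended Data Fig. 6a was read by eye, and lists written by hand stand here in place of the sets of the online tool, with another adjustment. The genes were called without the sample weights of the paper's fit and the log2 fold change of its legend. The values for drug and retinol metabolism were not computed with weights. For drug metabolism the paper's minus log10 adjusted p is about 4.7 in Extended Data Fig. 6a, read by eye, and the value here is 9.68. Of the alternatives set before the data were examined, an adjusted p under 0.05 for the genes gave 6.46 and leaving out HiAD replicate B1 gave 5.98, neither of which differs from the paper's by the same measure. Leaving out any of the other 13 libraries gave values that still differ, up to 13.7. For retinol metabolism the paper's value is about 4.3 in Extended Data Fig. 6a, read by eye, and the value here is 1.76. It differs under each of these alternatives, with 1.56 at an adjusted p under 0.05 and 0.483 to 2.23 with a library left out. The list used here for retinol leaves out cytochromes P450 of families 2 and 3.

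The paper reports CYR61 and CTGF as induced on the HiAD by RT-qPCR in 6 mice per group, where there are 3 libraries per group here and whether any are of the same mice is not known. Here Ccn1, the gene for CYR61, had a log2 fold change of -0.15 in HiAD against FFD (adjusted p = 0.915 from limma), while Ccn2, the gene for CTGF, was higher by 2.68. Against chow Ccn1 had 0.32 (adjusted p = 0.772 from limma), and Ccn2 did not pass either. The paper describes mice without RAGE in hepatocytes, whereas Ager in these libraries is above that of floxed mice on the HiAD, at a log2 fold change of 0.917, where transcripts that lack the floxed exons, which are not given in the sources used here, would still count. Ager of other liver cells would count as well. The heat map genes are higher in HiAD than in the other groups as the paper states, by mean for 11 of 11, on the same libraries that the heat map shows.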

Other observations

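The tests of other splits reported here were set before the results were seen. With PM, genes of fatty acid oxidation were lower than on the HiAD and genes of protein folding, interferon and cholesterol synthesis were higher. Of 38 genes of fatty acid oxidation 13 were lower and none was higher (19 and 1 when adjusted over the list alone), with the omega-hydroxylases Cyp4a14 and Cyp4a10 at log2 fold changes of -6.29 and -4.88 and the kinase Pdk4 at -3.58 (adjusted p = 3.31e-10 for the list from camera, and adjusted p = 0.234 with an estimated correlation). Of 29 genes of the unfolded protein response 14 were higher and none was lower (15 higher when adjusted over the list alone), with Xbp1 at 1.94, Sdf2l1 at 3.56 and the chaperone Hyou1 at 2.44 (adjusted p = 1.45e-09 from camera, and adjusted p = 0.0264 with an estimated correlation). Of 26 interferon-stimulated genes 8 were higher and none was lower (16 higher when adjusted over the list alone), with Igtp at 2.22 (adjusted p = 1.45e-09 from camera, and adjusted p = 0.203 with an estimated correlation). Of 25 genes of cholesterol synthesis 4 were higher and none was lower (11 and 3 when adjusted over the list alone), including Insig1 at 1.58 (adjusted p = 0.000494 from camera, and adjusted p = 0.228 with an estimated correlation). Without PM R19 the calls of Igtp and Insig1 were lost (adjusted p = 0.163 and 0.12 from limma).

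In the libraries labelled RageHepKO, 5 of 11 T, NK and B cell markers were higher than on the HiAD and none was lower, with Trbc2 at 1.58 and Cd79a at 1.48 (adjusted p = 0.00462 from camera, and adjusted p = 0.278 with an estimated correlation). Of the interferon-stimulated genes 15 were higher, with Irf7 at 2.14 (adjusted p = 7.96e-05 from camera, and adjusted p = 0.478 with an estimated correlation). Of 21 immediate early genes 9 were lower (adjusted p = 0.0138 from camera, and adjusted p = 0.492 with an estimated correlation). Whether the libraries carry the genotype of their labels is open, since Ager was not lower in them than in the HiAD libraries. The replicate names of the HiAD libraries begin with B and those of all other groups with R or RA, and what the letters stand for is not given in the sources used here. If they mark a cohort, it cannot be told apart from the HiAD group.

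In HiAD against chow 340 genes were higher and 220 were lower by limma. The counts were 128 and 88 without HiAD B3, 109 and 100 in a fit of these groups alone, and 1269 and 1111 with quality weights. Of 23 stellate cell markers 6 were higher (adjusted p = 1.22e-07 from camera, and adjusted p = 0.0544 with an estimated correlation), and of 39 YAP signature genes 12 were higher (adjusted p = 1.22e-07 from camera, and adjusted p = 0.0396 with an estimated correlation). In FFD against chow 1 gene was higher and 7 were lower by limma (578 and 640 at an unadjusted p under 0.05). The desaturase gene Scd1 had a log2 fold change of 4.09 (adjusted p = 0.00142 from limma), Lpin1 -3.33 and Selenbp2 -3.24. The calls of Lpin1 and Selenbp2 were lost with no filter, in a fit of these groups alone and without any HiAD or FFD library, among other cases, up to adjusted p-values of 0.261 and 0.228 from limma. Interferon-stimulated genes had a median of 0.50 (adjusted p = 6.55e-06 from camera, and adjusted p = 0.554 with an estimated correlation).

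In HiAD against FFD several lists did not pass by camera in limma. These were 25 genes of cholesterol synthesis (none higher or lower; adjusted p = 0.991 from limma), 38 of fatty acid oxidation (Pdk4 higher; adjusted p = 0.751 from limma), 30 of glucose metabolism (Eno1 higher; adjusted p = 0.527 from limma), 17 of inflammation (none; adjusted p = 0.22 from limma) and 28 of the acute phase (Hamp2 higher; adjusted p = 0.527 from limma). The others were 29 NRF2 targets (2 higher and 2 lower; adjusted p = 0.868 from limma), 14 of the cell cycle (Ccnd1 and Cdkn1a higher; adjusted p = 0.878 from limma), 18 clock genes (none; adjusted p = 0.277 from limma), 21 immediate early genes (none; adjusted p = 0.581 from limma), 15 hepatocyte genes (none; adjusted p = 0.751 from limma), 7 erythroid genes (Alas2 lower; adjusted p = 0.532 from limma) and 2 adipose genes (none; adjusted p = 0.614 from limma). The calls of Pdk4, Eno1 and Cdkn1a were lost without HiAD B1 or B3, FFD R31, among other cases, up to adjusted p-values of 0.149, 0.103 and 0.0934 from limma.

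The HiAD libraries enter both sides of the comparison of diet with rescue. Over all genes the changes in HiAD against FFD and with PM against HiAD had a correlation of -0.746, where groups without changes that share the libraries gave -0.446, and a covariance of -0.32 against -0.0561. Of genes higher in the first, 150 were lower in the second, where independent calls would give 6.31. For the libraries labelled RageHepKO the correlation was -0.546 against -0.5, the covariance -0.282 against -0.0564, and 170 genes went up and then down, where independent calls would give 35.6. The 3 HiAD libraries cannot be halved with at least 2 in each part, so what the shared libraries add is known here from the simulated groups alone, whose covariances leave differences of -0.264 and -0.225. The simulated groups hold noise and no shift common to the HiAD libraries. A lineage particular to the HiAD mice would leave such differences too, so that they do not show a reversal of the diet's effect.

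Splits of 6 libraries into 3 and 3 number 10, too few for a share under 0.05. Genes called numbered 376 for HiAD against FFD with 6 in the highest other split, 560 against chow with 1, 4044 for the libraries labelled RageHepKO with 0, and 8 for FFD against chow with 2, and in each case 1 split, the real one, was as large. For HiAD against all other libraries 100 splits were drawn, so that a share under 0.05 is possible. Splits drawn at random mostly mix the groups, so that anything the HiAD libraries share would set the real split apart. The splits therefore do not part the diet from a lineage or from other traits of these mice. The real split called 665 genes and the highest other 74 (1 split as large). The smallest p of a list was 4.17e-08 against 1.75e-06 for the YAP signature (1 split as large), 0.00298 against 0.00422 for the 22 targets (1 split), 6.41e-18 against 2.32e-11 for sex-biased genes (1 split) and 1.01e-06 against 9.54e-07 for Hippo genes (2 splits), by camera in limma, where the other split held HiAD B1, B2 and PM R19.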
